# Mice Fed Rapamycin Have an Increase in Lifespan Associated with Major Changes in the Liver Transcriptome

**DOI:** 10.1371/journal.pone.0083988

**Published:** 2014-01-07

**Authors:** Wilson C. Fok, Yidong Chen, Alex Bokov, Yiqiang Zhang, Adam B. Salmon, Vivian Diaz, Martin Javors, William H. Wood, Yongqing Zhang, Kevin G. Becker, Viviana I. Pérez, Arlan Richardson

## Abstract

Rapamycin was found to increase (11% to 16%) the lifespan of male and female C57BL/6J mice most likely by reducing the increase in the hazard for mortality (i.e., the rate of aging) term in the Gompertz mortality analysis. To identify the pathways that could be responsible for rapamycin's longevity effect, we analyzed the transcriptome of liver from 25-month-old male and female mice fed rapamycin starting at 4 months of age. Few changes (<300 transcripts) were observed in transcriptome of rapamycin-fed males; however, a large number of transcripts (>4,500) changed significantly in females. Using multidimensional scaling and heatmap analyses, the male mice fed rapamycin were found to segregate into two groups: one group that is almost identical to control males (Rapa-1) and a second group (Rapa-2) that shows a change in gene expression (>4,000 transcripts) with more than 60% of the genes shared with female mice fed Rapa. Using ingenuity pathway analysis, 13 pathways were significantly altered in both Rapa-2 males and rapamycin-fed females with mitochondrial function as the most significantly changed pathway. Our findings show that rapamycin has a major effect on the transcriptome and point to several pathways that would likely impact the longevity.

## Introduction

Major advances in the biology of aging have been made over the past two decades due to several novel manipulations that were found to increase the lifespan of invertebrates and rodents. Up until 1996, the only manipulation consistently shown to increase lifespan in rodents was dietary restriction (DR). Because DR was also found to delay/reduce the incidence of most age-related diseases and pathology and to improve most physiological functions, it is generally accepted that DR increases lifespan by delaying aging [1]. In 1996, Brown-Borg et al. [2] reported the first genetic manipulation that increases the lifespan of a mammal; the Ames dwarf mice that have a mutation in *Prop-1*, which resulted in a deficiency in growth hormone leading to growth retardation. Subsequently, a number of genetic manipulations also have been shown to increase the lifespan of mice [3]. In 2009, Harrison et al. [4] reported that feeding mice rapamycin (Rapa) increased the lifespan of mice. This was a major discovery because it demonstrated that a pharmacological manipulation, which potentially could be translated to humans, increased lifespan and appeared to delay aging.

Rapa, which is produced by *Streptomyces hygroscopicus*, inhibits the Target of Rapamycin (TOR) signaling pathway [5]. TOR is a serine/threonine kinase that is a regulatory nexus in response of eukaryotic cells to nutrients, growth factors, and energy status. TOR forms two major complexes in mammals, mTORC1 and mTORC2. The components that make up the complexes are similar, which includes mTOR, mLST8, Deptor, and TTI1/TEL2, with Raptor and PPRAS40 specific for mTORC1 and Rictor, mSIN1, and PPR5/Protor specific for mTORC2 [6]. mTORC1 plays a major role in regulating protein synthesis through the phosphorylation of 4E-BP1 and S6K1. 4E-BP1 controls the cap-dependent translation of mRNA transcripts and S6K1 controls the phosphorylation of riboprotein S6, which is involved in the translation of mRNA transcripts to proteins [7]. In addition to Rapa's well documented effect on cell growth and proliferation [8], decreased mTORC1 signaling is associated with increased autophagy, which could improve protein quality by removing damaged/misfolded proteins. Initially it was shown that Rapa's inhibition was specific to mTORC1 and that mTORC2 was unaffected; however, recent studies suggest that chronic treatment of Rapa may also inhibit mTORC2 [9]. While the functions regulated by mTORC2 are not well known, reports in the literature suggest that mTORC2 has effects on the actin cytoskeleton, plays a role in insulin sensitivity, and regulates AKT signaling [6].

Previous epistasis studies show that inhibition of TOR signaling by genetic manipulation or by feeding Rapa extends the lifespan of invertebrates [10]. The original observation by Harrison et al. [4] showed that Rapa extends lifespan of male and female UM-HET3 mice (generated from four inbred strains) fed Rapa starting at 19 months of age. Subsequently, Anisimov et al. [11] showed that Rapa given intermittently (2 weeks per month) increased the lifespan of female 129/Sv mice, and Miller et al. [12] showed that feeding male and female UM-HET3 mice Rapa starting at 9 months of age increased lifespan. More recently, Zhang et al. [13] reported that C57BL/6 mice fed Rapa starting from 19 months of age also extends lifespan; however, the increase in lifespan in this study was modest compared to that reported by Harrison et al. [4] in UM-HET3 mice. Thus, the effect of Rapa on the lifespan of mice is very robust, suggesting that mTOR signaling plays an important role in aging. Interestingly, DR and Ames dwarf mice, the two manipulations that consistently have been shown to increase lifespan also show a decrease in mTOR signaling [14].

Although Rapa has been shown to alter cell growth/proliferation and autophagy through its inhibition of TOR, we have very little information on the mechanism(s) responsible for Rapa's longevity phenotype. When autophagy genes are blocked in *C. elegans*, lifespan extension by TOR inhibition is prevented and lifespan reverts back to wild type [15]. In *D. melanogaster*, the lifespan extension observed when feeding Rapa is reverted back to control when S6K is overexpressed, 4E-BP1 is inhibited, or the autophagy gene *Atg5* is reduced by RNAi [16]. It has also been shown that knocking out S6K1 (S6k1 is downstream of mTORC1) extends the lifespan of female but not male mice [17]. The goal of this study is to identify pathways/mechanisms by which Rapa extends lifespan in mice by comparing the effect of chronic Rapa treatment on the transcriptome of male and female mice. We show that feeding mice Rapa chronically, beginning at 4 months of age, increased lifespan 16% for females and 11% for males and resulted in major changes in the transcriptome that are associated with 13 pathways that are significantly altered by Rapa in both males and females.

## Materials and Methods

### Animals and feeding regiment

For the chronic Rapa study, male and female C57BL/6 mice were purchased from The Jackson Laboratory (Bar Harbor, ME) and for the 6-months Rapa study, male and female C57BL/6 were purchased from the National Institute of Aging (Baltimore, MD). Two dietary regimens were used in this study: mice fed a commercial chow, LabDiet 5LG6-JL (LabDiet, St. Louis, MO), with Eudragit capsule (control) or 14 ppm encapsulated rapamycin (Rapa) in the food as described by Harrison et al. [4] from 4 months of age for the chronic Rapa study and from 19 months of age for the 6-months Rapa study. Mice in this study were fed the two diets *ad libitum* and maintained on a 12/12 hour light/dark cycle (6:00am/pm lights on/off). For the lifespan study, mice were started on Rapa or control diets at 4 months of age and maintained on these diets until the end of life. Otherwise, mice were maintained on 6-months or chronic dietary regiments until 25 months of age (6 and 21 months of treatment respectively). The mice were sacrificed at the same time of day (9:00 to 11:00am), i.e., the mice were not fasted before collecting the tissues. At which point tissues were collected. Mice were euthanized by carbon dioxide and liver tissues collected, snap frozen in liquid nitrogen, and stored at −80°C until used. At the time of tissue collection, mice were healthy and free of disease as demonstrated by no major loss of weight and normal activity and appearance. All procedures for this study were approved by the Institutional Animal Care and Use Committee at the University of Texas Health Science Center at San Antonio under protocol number: IACUC#10003x.

### Lifespan Study

A total of 175 mice were used in the lifespan study with 40 mice in the control male group and 45 mice in each of the following groups: Rapa males, control females, and Rapa females. Mice were maintained in pathogen-free barrier conditions with 5 mice per cage and were permitted to live out their lives until death due to natural causes without censoring, with the exception of 2 mice, which were terminated early due to fatal neoplastic disease. The mice used in the lifespan study were not disturbed except to check on the mice twice each day and to remove dead mice. Survival analysis were done using Cox proportional hazard and Weibull's accelerated failure time models. The mean, 80%, 50%, 10%, and maximum survival data were calculated for each group from the survival analysis.

### Gompertz mortality analysis

Using the distributions of ages at death, we tested among competing models for acceleration in the rate of increase in mortality based on the Gompertz family of models. The standard Gompertz model is in the form of *u_x_* = *a*e*^b^* ^x^, where *u_x_* is the instantaneous age-specific mortality. Model selection was based on a maximum-likelihood framework implemented in program WinModest [18]. Briefly, four models were considered: the two parameter Gompertz model (the standard Gompertz model, *u_x_* = *a*e*^b^* ^x^), the Gompertz model with a constant additive age-independent term (Gompertz-Makeham model), the three parameter Logistic model (i.e., Gompertz with deceleration), and the Logistic-Makeham with an additive age-independent term. We used the least parameterized model, two-parameter Gompertz, because it provided the best fit for all mortality datasets [19] and the least parameterized model (two-parameter Gompertz) is recommended unless a more parameterized model has a significantly larger likelihood. Significance testing follows a standard method of comparing twice the difference between the likelihoods of the models being compared, which is distributed as chi-square with 1 degree of freedom. Thus, we examined two parameters from the Gompertz model that, together, describe aging dynamics within each treatment group. The first metric was the initial rate of mortality modeled beginning at age 4 months, denoted by the Gompertz parameter *a*. The second metric was the rate of increase in the hazard for mortality, Gompertz parameter *b*, i.e., the mortality rate.

### Rapamycin levels in Blood and Liver tissue

An HPLC system coupled to an AB Sciex API 3200 tandem mass spectrometer with turbo ion spray was used to rapamycin levels in the blood and liver. Rapa and ASCO (internal standard) obtained from LC Laboratories (Woburn, MA) were used in the quantification of Rapa. Approximately 100 ml of blood or 100 mg of liver samples and 0.1 mL of calibrator were mixed by sonification with 10 µL of 0.5 µg/mL ASCO and mixed with a solution containing 0.1% formic acid and 10 mM ammonium formate dissolved in 95% HPLC grade methanol. Supernatants, which were obtained by centrifugation at 15,000 *g* for 5 min at 23°C, were then injected into the LC/MS/MS. The ratio of the peak area of Rapa to that of the internal standard ASCO (response ratio) for each unknown sample was compared against a standard curve using different concentrations of Rapa standard. The concentration of Rapa was expressed as ng/ml for blood and pg/mg of liver tissue protein.

### RNA processing

Mini RNeasy kit (Qiagen, Valencia, CA) was used to extract total RNA from frozen liver (25 mg) following manufacturer's protocols. The RNA quality was assessed by agarose gel and Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA), and the quantification of RNA was determined using the Nanodrop (Thermo Scientific, Wilmington, DE). Extracted RNA was then processed into cRNA probes for hybridization to arrays using Illumina Total RNA prep kit from Ambion (Life Technologies, Grand Island, NY) following manufacturer's protocols. Liver cRNA probes were then hybridized to Illumina Mouse Ref8 microarrays (V2.0, Illumina, San Diego, CA) following manufacturer's protocol. Hybridized arrays were scanned by the iSCAN system (Illumina, San Diego, CA). Generation and hybridization of probes and scanning of the arrays were done by Dr. Kevin Becker, Unit Head of the National Institute of Aging Gene Expression and Genomics Core.

### Microarray Analysis

Data of the scanned arrays were extracted by Genome Studios software (v 1.6, Illumina, San Diego, CA). The data were then transformed and normalized using log2 transformation and the quantile normalization method in Matlab (2011a, The Mathworks, Natick, MA). For statistical analysis, t-test pairwise comparisons were used. False discovery analysis was then applied to the dataset using the Benjamini-Hochberg (B-H) algorithm as an adjusted p-value. Data processing and statistics were done using Matlab. Analysis of all the detected probes by multidimensional scaling analysis was done using Matlab. For gene analysis, we analyzed microarray data with filtering criteria of adjusted p<0.05 and >15% change in Rapa vs. control in both males and females. Significantly changed genes were then visually analyzed using heatmap analysis in Matlab. Pathway analysis was done using Ingenuity Pathway Analysis (Ingenuity Systems, Redwood City, CA) which uses Fisher's exact test for association of significantly changed genes into pathways and the B-H p<0.05 was then used to determine statistical significance.

### Data Deposition

Microarray data for this study has been deposited in Gene Expression Omnibus with accession number GSE48834 and can be viewed at: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=nnqvnqugsygaatq&acc=GSE48334.

## Results

In our lifespan study, male and female mice were given diets containing 14 ppm of rapamycin starting at four months of age. Figures S1 and S2 in File S1 show the body weights and food consumption over the lifespan of the four groups of mice. The mice fed Rapa showed a slightly lower body weight at some ages compared to controls; however, we observed no difference in food consumption. The data in Figure 1A, 1B, and Table S1 in File S1 show that Rapa significantly increased the lifespan of both male and female mice based on the Cox proportion hazard and Weibull's survival analyses. Rapa increased the mean and median survival for females and the 10% survival for both males and females (Table S1 in File S1). The extension of lifespan was slightly greater in females than for the males fed Rapa. For example, when the entire survival curve was analyzed, Rapa was found to increase lifespan 16% in females compared to 11% in males (Figure 1A and 1B). The percent extension in lifespan was also greater in females vs. males for mean (14% vs. 7%) and maximum (19% vs. 8%) survival, and the Rapa-treated females were observed to have a significant increase in survival at earlier ages than males, e.g., 80% survival (Table S1 in File S1). Therefore, Rapa appears to have a greater and earlier effect on lifespan in female than male C57BL/6 mice. This is consistent with the reports using UM-HET3 mice [4], [12]. We fit the distributions of the ages-at-death to the Gompertz family of models using maximum likelihood estimation [18]. From these initial models, the two-parameter Gompertz model provided the most parsimonious fit to the data for all sex and diet groups (Figure 1C and 1D, Table S3 in File S1). Because male and female mice did not differ from each other for the estimated Gompertz parameters when tested within each dietary treatment, we combined the sexes to increase the statistical power of the Rapa versus control comparison. We found that overall, Rapa significantly reduced mortality risk in the Gompertz whole model (p<1×10^−6^) by either reducing the initial mortality rate (at age 4 months), the rate of increasing mortality over the adult life span, or both. We observed no change in initial rate of mortality (p = 0.53); however, the rate of increase in the hazard for mortality, an indication of the rate of aging, approached significance (p = 0.06). Our mortality data is comparable to data reported by Miller et al. [12] for UM-HET3 mice.

**Figure 1:**
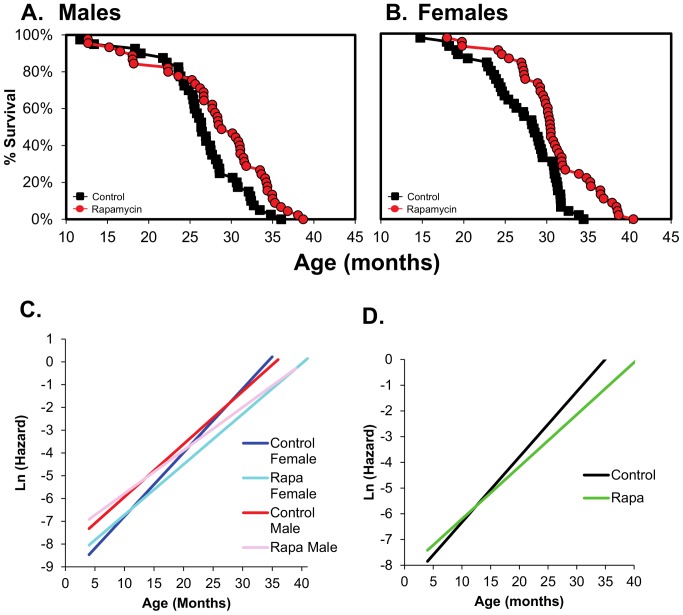
Rapamycin extends the lifespan of male and female C57BL/6 mice fed rapamycin. Survival curves are shown for male (**A**) and female (**B**) C57BL/6 mice fed diets containing eudragit (control, black boxes) or Rapa (red circles) starting at 4 months of age. Forty mice were in the control male group and 45 mice each in the Rapa male, control female, and Rapa female groups. The survival data were statistically analyzed using Cox proportional hazard and Weibull's survival model. The Cox proportional hazard test shows Rapa-fed mice are 47% and 58% less likely to die at the same age as the controls in males (p = 0.004) and females (p<0.001) respectively. The Weibull survival model shows that Rapa-fed male and female have an extension of 11% and 16%, respectively, beyond the controls with p = 0.006 in males and p<0.001 in females. The statistical analysis of the mean, 80%, 50%, 10%, and maximum survival are given in Table S1 in File S1. Ln plots of fitted Gompertz mortality models where the hazard (instantaneous mortality rate) at age x, u_x_ = ae^bx^ with x beginning at 4 months and continuing until the end of life. Models were first fitted to each sex and diet group separately and shown in (**C**). Control males are in red, Rapa males in pink, control females in blue, and Rapa females in cyan. Because the sexes did not differ under control or Rapa treatment using maximum-likelihood estimation, we combined the sexes and compared Rapa to Control diets irrespective of sex (**D**). Combined sex controls in black and combined sex Rapa in green. Pooling of the sexes allowed for identifying the parameter(s) that differ between Rapa and control-fed animals, and indicates that the rate of aging (*b*), but not the initial mortality rate (*a*), differed between Rapa and control mice.

As a first approach into identifying genes and pathways that are altered by Rapa, we compared the liver transcriptome of male and female mice fed the control or Rapa diet, focusing on liver because it is the one of the first tissues to be exposed to Rapa, resulting in the liver being exposed to higher levels of Rapa relative to other tissues. Most important, liver expresses a large and diverse number of metabolic pathways, which allows us to view broadly the effects of Rapa. 25-month-old mice were studied to observe the chronic effect (21 months) of Rapa at a dose that increased lifespan before major changes occurred in survivorship or disease burden, which would complicate the interpretation of our transcriptome data. As shown in Table S2 in File S1, Rapa had no effect on the weight of liver or most tissues in 25-month-old males and females. We found that the levels of blood Rapa measured in 10-month-old males and females were significantly different, while the Rapa levels in the livers of males and females measured at 25-months were not significantly different (Figure 2A and 2B). Interestingly, we observed no difference in mTORC1 signaling in mice (either males or females) fed the control or Rapa diets for 21 months as measured by the ratio of phosphorylation of S6 to total S6 (Figure S3 in File S1), which is in contrast to what we observed when Rapa is given to mice for 6 months [13], [20]. Several other groups have reported that Rapa does not alter mTOR signaling when given chronically over a long period of time [21], [22]. The lack of changes observed in the mTOR signaling by phosphorylated S6 to total S6 ratio could also be due to the lack of synchronization of the mice prior to sacrifice and the Rapa dose studied. We did observe that the TOR transcripts were significantly increased in both Rapa-2 males and Rapa-fed females. Sengupta et al. [23] observed an significant increase in S6 phosphorylation in the liver of mice with age when fasted, but no change when the mice were fed. On the other hand, our microarray data show changes in transcripts for mTORC2 signaling pathway, e.g., *Rictor and Sgk1* are significantly down-regulated, while *Akt* shows no change in expression, and *Pkc1*α expression is increased. Our microarray data suggest that *Pkc1α* gene expression is up-regulated (in Rapa-2 male). These data are in agreement with Habib et al. [24], who found that sirolimus (rapmaycin) activates PKC1α in endothelial cells. Based on our transcriptome data, it appears that the mTORC2 signaling pathway may be reduced because of the down-regulate of Rictor, which is needed in the formation of mTORC2, which agreed with previous data from Lamming et al. [9].

**Figure 2:**
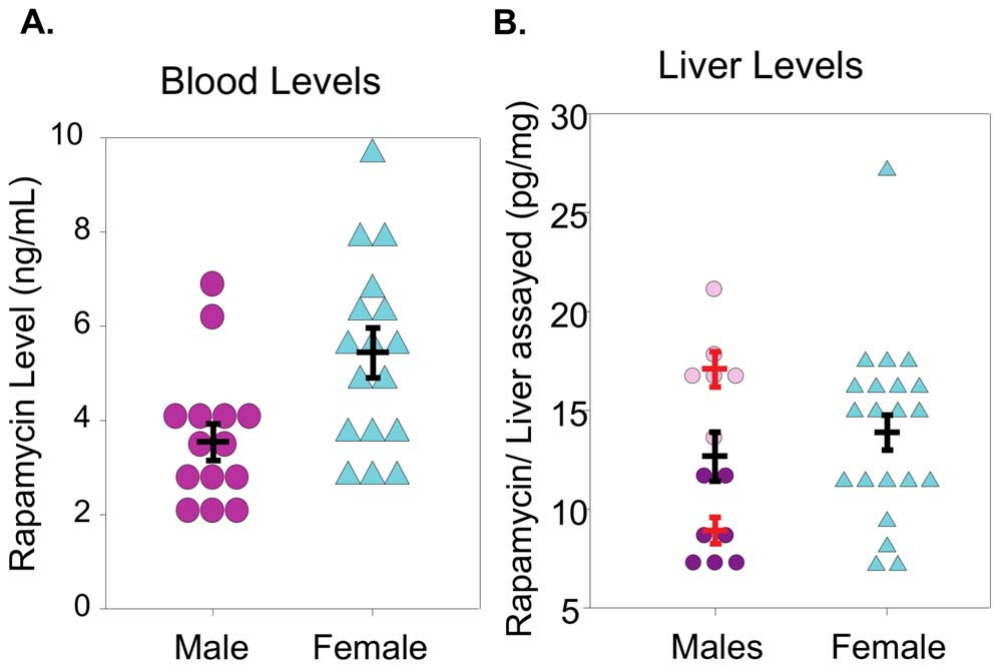
Rapamycin levels in the blood and liver of mice fed rapamycin. Rapamycin levels were measured in mice fed rapamycin starting at 4 months of age using HPLC-mass spectrometry, and the data are presented as ng Rapa per ml of blood or pg Rapa per mg of liver. **Graph A** shows blood levels measured 10 months of age and **Graph B** shows liver levels measured at 25 months of age for liver. The values for each mouse are shown as follows: females (cyan triangles), Rapa-1 males (dark pink circles) Rapa-2 males (pink circles), and total Rapa males in blood (magenta). The red bars indicate mean ±SEM for Rapa-1 and Rapa-2 males while the black bars indicate mean ±SEM for the all the Rapa male and Rapa female mice. The data were statistically analyzed using the student T-tests with blood Rapa male versus Rapa female giving a p-value of p = 0.006, liver Rapa-1 males versus Rapa-2 males giving a p-value of p<0.001, and the liver Rapa male (total) vs. Rapa female giving a p-value of 0.46.

We first used the multidimensional scaling analysis (MDS, Figure 3A) to compare the transcriptomes of male and female mice fed the two diets. MDS is an unbiased analysis that allows us to determine which of the four groups are similar and different. Using all the probes detected (25,697), we clearly observe gender differences in the transcriptome; the control-fed male and female mice form separate groups. In the females, the Rapa-fed mice appear as a group that is distinctly separate from the control-fed mice. In contrast, the Rapa males appear in two groups; 7 mice appear similar to the control males and 6 mice similar to the Rapa females. We observed no difference in body weight, body composition, and mTOR signaling between Rapa-1 males (the group similar to control males) and Rapa-2 males (the group that differs from control males). However, we did observe a difference in Rapa levels. Rapa-2 males had a significantly higher level of Rapa in the liver than Rapa-1 males (Figure 2B). Interesting, neither the mean level of Rapa nor the variation in Rapa levels was different for male and female mice fed Rapa at 25 months of age.

**Figure 3:**
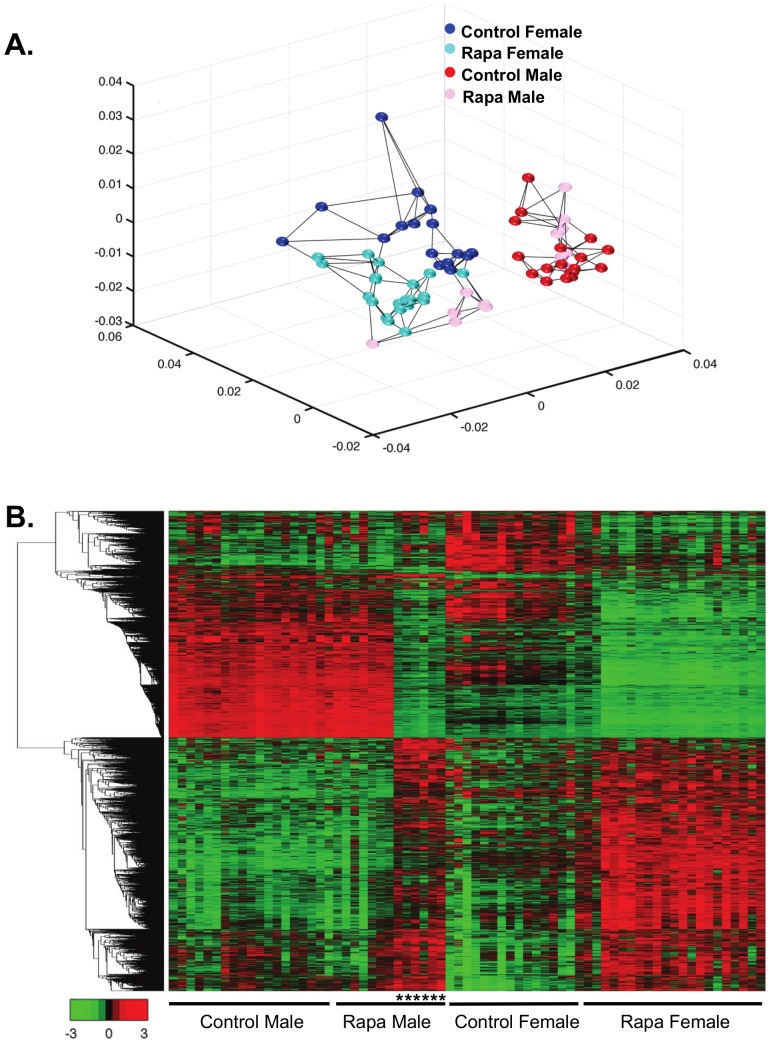
Multidimensional scaling and heatmap analyses shows the separations of Rapa and control groups. Multidimensional scaling analysis was conducted using all the probes detected (25,697 probes) on the microarrays (**A**). Control males are shown in red, Rapa males in pink, control females in blue, and Rapa females in cyan. Each dot represents one sample and the lines indicate the three nearest neighbors. In the females, the Rapa mice segregate separately from the control mice, while in the males, 7 Rapa mice group similar to the control males and 6 of the Rapa males do not group with the control males. From this analysis, we separated the Rapa males into two groups for subsequent analysis, Rapa-1 males as the group that appears similar to the control males and Rapa-2 males as the group that appears different from the control males. The heatmap analysis shows the expression of all transcripts that were observed to change significantly with Rapa in both male and female mice (**B**). The genes were clustered using linkage hierarchical cluster with Euclidean distance. The transcript expressions are shown with red for high, black for middle, and green for low expression. The male mice in Rapa-2 are shown by the asterisks. A list of the transcripts that significantly changed with chronic Rapa feeding is shown in the same top to bottom clustering order as the heatmap in File S2, tab1.

Genes whose expression were significantly changed by feeding Rapa were identified using a false discovery rate of adjusted p<0.05 and >15% change. In Rapa females, 4761 transcripts changed significantly from control females; 2504 up-regulated and 2257 down-regulated. For the Rapa males, 288 transcripts significantly changed from control males with 159 up-regulated and 129 down-regulated. Because of our MDS data, we compared the control males to the Rapa-1 and Rapa-2 male groups. Rapa-1 males showed only 28 genes significantly changed from control males (9 up-regulated and 19 down-regulated, Figure S4A and S4B in File S1). When we compared Rapa-2 males to control males, 4042 transcripts were significantly changed with 2092 up-regulated and 1950 down-regulated (Figure S4C and S4D in File S1). Over 60% of the transcripts (2498) that changed in Rapa-2 males were also significantly altered in Rapa females: 1178 (56%) of the transcripts that increased and 1320 (68%) that decreased in Rapa-2 males.

Heatmap analysis of the transcriptome data allowed us to visually compare the levels of transcripts in each of the mice in the four groups. Figure 3B shows that the patterns of change in Rapa females are different from control females. As would be predicted from the MDS analysis, the pattern of gene changes in the Rapa-2 males differed from the Rapa-1 males and became similar to the Rapa female while the patterns of intensities in Rapa-1 males are almost identical to control males. When we compared the genes that are gender specific (see heatmap in Figure 4), we observed that the expression of the gender specific transcripts in Rapa-1 males was identical to the control males; however, the pattern of expression of these transcripts for the Rapa-2 males was strikingly similar to the control females and Rapa females, suggesting that the gender specific differences in the liver transcriptome were reduced in the Rapa-2 males. Previous reports show that Rapa treatment in humans reduced testosterone levels [25] and Rapa-fed mice show testicular degeneration [26].

**Figure 4:**
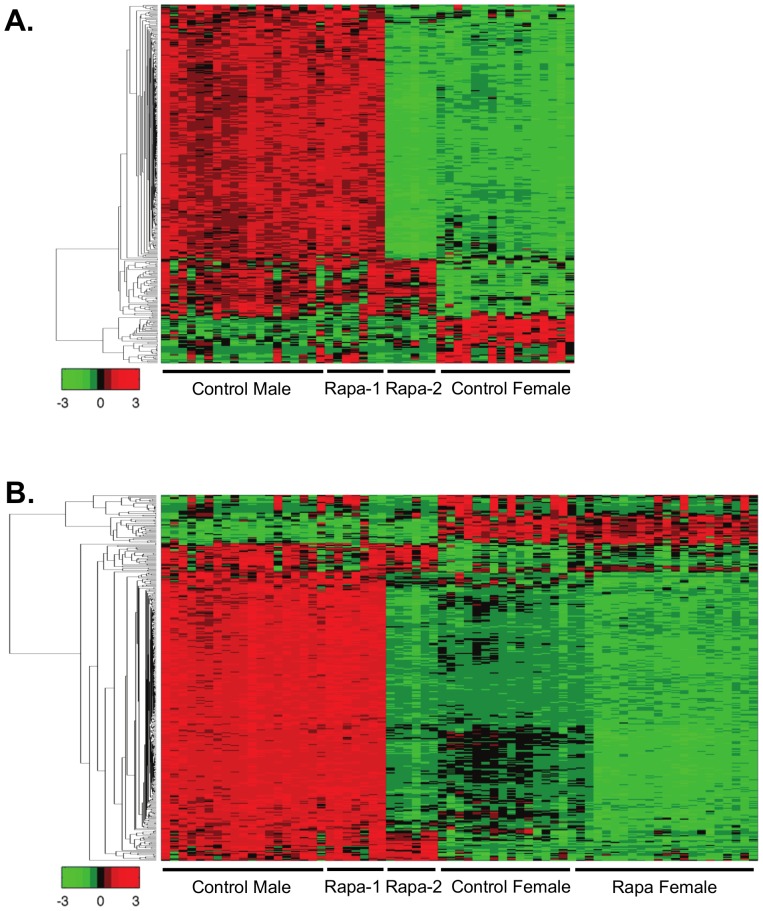
Heatmap analysis of the transcriptome for gender differences. We identified the 372 transcripts (333 higher in males and 39 higher in females that were significantly different in control male and female 25-month-old mice using a filtering criteria of adjusted p-value <0.01 and log2 change greater than 1 or −1. The expression of these transcripts are shown in a heatmap analysis format for Control male, Rapa-1 male, Rapa-2 male, and Control female mice (**A**). The differences in the gender specific transcripts highlight that Rapa-2 male mice are different from control and Rapa-1 male and that the changes appear similar to the females. However when Rapa female mice is added to the heatmap analysis, it appears that the gender specific transcripts in Rapa-2 male are actually more similar to the Rapa female mice (**B**). The genes were clustered using linkage hierarchical cluster with Euclidean distance, and the expression of each of the transcripts are shown with red for high, black for middle, and green for low expression.

To identify the pathways that were changed with Rapa, we used ingenuity pathway analysis (IPA), which places genes into pathways determined from the literature. We observed that 37 pathways significantly changed in Rapa-2 males and 19 pathways significantly changed in Rapa females and these are listed in File S2 tab2 and tab3. In Figure 5, we show the 13 pathways shared by Rapa-2 males and Rapa females, ranked by the lowest B-H p-value. We validated the changes in genes in the mitochondria function and estrogen signaling pathways using quantitative real-time PCR. In the mitochondrial function pathway, we show that transcripts for *Glrx2* and *Cox6A2* were down-regulated while *Cyb5r3a* and *Cyc1* were up-regulated in Rapa-2 males and Rapa females (Figure S5A in File S1). In the estrogen receptor signaling pathway, *Esr1*, *Sra1*, and *Kat2b* were all down-regulated in Rapa-2 males and Rapa females similar to what was observed in the transcriptome analysis (Figure S5B in File S1). The expression of *Stat3* and Pck1 (Figure S5C in File S1), which are genes downstream of the estrogen receptor signaling, are also down-regulated in both Rapa-2 males and Rapa females.

**Figure 5:**
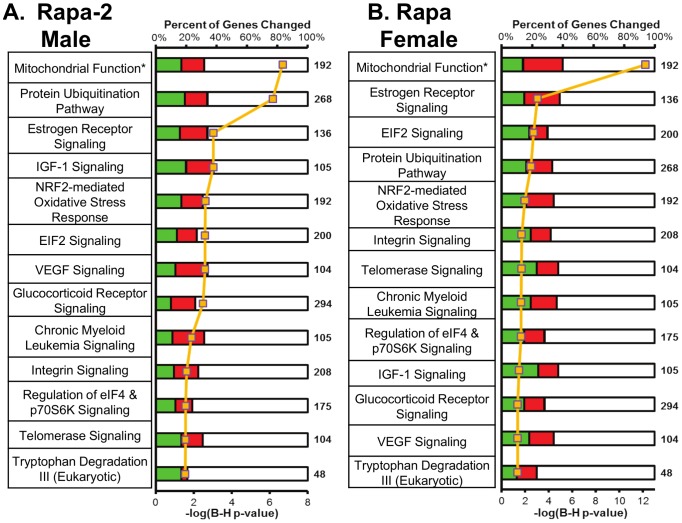
Pathway analysis indicates that male and female mice fed Rapa share 13 pathways. Pathway analysis was conducted using IPA for significantly changed transcripts in Rapa-2 males and Rapa females relative to respective sex controls with adjusted p<0.05 and 15% change. IPA used Fisher's exact test to place genes into pathways, and we also used a FDR cutoff of B-H p<0.05 to show the highly significant pathways. The 13 shared pathways ranked by B-H p-value are shown for Rapa-2 males (**A**) and Rapa females (**B**). For the graphical portion of A and B, the yellow line indicates the –log(B-H p-value). Red indicates up-regulated and green represents down-regulated genes significantly changed in Rapa compared to control, and white indicates the percentage of genes not significantly changed in the pathway relative to the total number of genes in that pathway (bolded number). Twenty-four other pathways were observed to change significantly in Rapa-2 males: acute phase response signaling, hypoxia signaling, PI3K/AKT signaling, remodeling of epithelial adherens junctions, sertoli cell-sertoli cell junction signaling, renal cell carcinoma signaling, JAK/Stat signaling, IL-3 signaling, myc mediated apoptosis Signaling, germ cell-sertoli cell junction signaling, pancreatic adenocarcinoma signaling, insulin receptor signaling, non-small cell lung cancer signaling, Rac signaling, small cell lung cancer signaling, PTEN signaling, prostate cancer signaling, neurotrophin/TRK signaling, PAK signaling, RAR activation, NGF signaling, clathrin-mediated endocytosis signaling, huntington's disease signaling, and TCA cycle II. Six other pathways were observed to change significantly in Rapa females: systemic lupus erythematosus signaling, mTOR signaling, actin nucleation by ARP-WASP complex, superpathway of methionine degradation, glutathione-mediated detoxification, and oncostatin M signaling. A list of the pathways that significantly changed with chronic Rapa feeding is shown in in File S2, tab2 for Rapa-2 male; tab3 for Rapa female and the transcripts that change for the 13 shared pathways are found in File S3. The asterisk indicates that the mitochondrial function pathway is indicated as mitochondrial dysfunction in IPA. The mitochondrial dysfunction pathway described in IPA is somewhat misleading because it contains genes involved in mitochondrial function in general, e.g., genes in the electron transport chain complexes and redox and antioxidant enzymes as well as other genes related to mitochondrial function.

We also used Database for Annotation, Visualization and Integrated Discovery (DAVID) bioinformatics resources [27], [28] to identify the biological function, relevance, and significance of the transcripts that were significantly altered by Rapa. DAVID is a collection of analysis tools that enhance the identification of the biological relevance of transcripts by gene enrichment type analyses to highlight transcripts that are highly represented. Transcripts were first sorted into several list functions such as gene ontology categories, keywords, sequence function, or pathway databases such as KEGG. Transcripts in those lists were then enriched and the relevant terms in those lists are shown with an enrichment score. The higher the enrichment score, the more significance those transcripts have in the representation of the changes observed. Using DAVID, transcripts in the mitochondria, lumen/membranes, and protein degradation were observed to be significantly enriched in Rapa-2 males and Rapa females as shown in Table S4 in File S1 and File S4. These data are consistent with the pathways identified by IPA analysis.

Because our data show that feeding male and female mice Rapa for 21 months resulted in major changes in the transcriptome, we also studied the effect 6-months Rapa on the transcriptome. Male and female mice at 19 months of age were fed 14 ppm of Rapa for 6 months, and the transcriptome of the livers of these mice analyzed at 25 months of age. 

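Liver RNA from 42 of these mice was hybridized to Illumina Mouse Ref8 microarrays with 1 array per mouse: 10 control males, 12 Rapa males, 9 control females and 11 Rapa females. The authors extracted the intensity of each probe with Genome Studios and deposited these signals without normalization for 25697 probes, each with a detection score from which the detection p was taken as 1 minus the score. They also deposited log2-transformed and quantile-normalized values for 17082 of the probes. The median signal of an array was 146 to 172 in control males (median 157), 159 to 188 in Rapa males (168), 111 to 152 in control females (124) and 111 to 154 in Rapa females (143). The number of probes with a detection p under 0.05 was 11524 to 12585 in control males (median 12028.5), 11254 to 12544 in Rapa males (11670.5), 9519 to 11043 in control females (10765) and 10368 to 11581 in Rapa females (10688). Levels were computed here as log2 of the deposited signal followed by quantile normalization over all probes and arrays. Of the 17082 probes, 15977 were detected on at least 1 array, 1105 on no array and 7825 on all 42, and the 12719 probes detected on at least 9 arrays, the size of the smallest group, were tested. These included 11980 probes with 1 gene symbol for 8903 genes, and the rest carried no symbol. The 4 groups were compared with limma, and a transcript (probe) was taken as changed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 ratio over 0.15 (1.11-fold). Levels and ratios below are on the log2 scale, Rapa minus control, and are given with the standard error (SE) of the ratio or the standard deviation (SD) between mice. The number of arrays limits the precision.

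Control females 6 to 9 stood apart from the other mice on probes that measured no transcript. Across the 9720 probes that no array detected, the arrays of these 4 mice correlated with each other at a Pearson r of at least 0.373, while the other pairs among all 861 pairs of arrays reached at most 0.294. Their arrays detected 9519 to 10406 probes, and those of control females 1 to 5 detected 10765 to 11043. Among Rapa females the background (5th percentile of the signal) was 78.4 to 80.3 in mice 1 to 4 and 102 to 108 in mice 5 to 11, and it was 76.5 to 89.3 in control females 1 to 5 and 86.8 to 89.7 in control females 6 to 9. Values without control females 6 to 9, a comparison chosen after seeing the data, are given beside many of the female results that they change. The slide and the hybridization batch of each array are not given in the sources used here.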

Zhang et al. have characterized these mice [13]. Only 100 transcripts were found to change significantly in the 6-months Rapa males compared to control males: 32 increased and 68 decreased (Figure S6A and S6B in File S1). 

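In 6-months Rapa males, transcripts of the chaperones Dnajb1, Hspa8 and Calr were among those that fell. Dnajb1, an HSP40 co-chaperone that activates HSP70 proteins, had a log2 ratio of -0.87 (SE 0.18, adjusted p = 0.0152 from limma) and was below the control mean in 12 of 12 Rapa males. Hspa8, the constitutive HSP70 chaperone, fell by 0.56 by 1 of its 2 probes (SE 0.13, adjusted p = 0.0344), and was lower in 11 of 12. The list of 21 cytosolic chaperones and heat shock proteins did not pass in males (median -0.038, camera adjusted p = 0.378). Calr, the calcium-binding chaperone of the endoplasmic reticulum, fell by 0.63, and Syvn1, a ubiquitin ligase of endoplasmic reticulum-associated degradation, fell by 0.62, each with an SE of 0.15, an adjusted p of 0.0356 and lower levels in 11 of 12. Of 18 measured genes of endoplasmic reticulum chaperones and the unfolded protein response, listed before the data were examined, Calr passed the test over all probes, 6 fell when adjusted over the list alone, and the median ratio was -0.22 with 16 of 18 genes below 0. The list stood below the other genes in limma's camera test (adjusted p = 3.37e-06 with a preset correlation, adjusted p = 0.962 with an estimated correlation).

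Cish, an inhibitor of cytokine and growth hormone signaling that is induced by STAT5, fell by 1.19 (SE 0.27, adjusted p = 0.0282, 9 of 12), and Bcl6, a transcriptional repressor, rose by 1.10 (SE 0.28, adjusted p = 0.0436, 10 of 12). Prkaa2, a catalytic subunit of AMP-activated protein kinase, fell by 0.42 by 1 of its 2 probes (SE 0.10, adjusted p = 0.0365, 12 of 12). Papola, the nuclear poly(A) polymerase, fell by 0.49 (adjusted p = 0.0119, 12 of 12), Palld, an actin-binding protein, by 0.53 (adjusted p = 0.0182, 12 of 12), Inhbc, an activin subunit made in liver, by 0.54 (adjusted p = 0.0356, 11 of 12), and N4bp2 by 0.36 (adjusted p = 0.0292, 12 of 12). H3f3b, which encodes the replacement histone H3.3, rose by 0.46 (adjusted p = 0.0123), and Tab1, an activator of the kinase TAK1, rose by 0.37 by 1 of its 2 probes (adjusted p = 0.0356), each in 12 of 12. In all, 83 of the 12719 tested transcripts changed in Rapa males, 24 increased and 59 decreased, in 21 and 53 named genes with 8 transcripts unnamed. The unadjusted p was under 0.05 for 1623. Of the 9720 probes that no array detected, 32 passed the same threshold between control and Rapa males.

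With each array centred on its median over all 25697 probes in place of quantile normalization, the median male ratio of the tested probes was -0.13. Then 16 transcripts were higher and 2354 lower. Rapa males had a higher median signal than control males (168 and 157) and a higher background (130 and 120). Whether the background caused the shift was not tested. With this centring the median of the endoplasmic reticulum list lay at -0.30 relative to that of the tested probes. Below, ratios of all probes or relative to all probes also refer to the tested probes. With runs of neighbouring animal numbers as a random block 4 transcripts passed, and with array weights 491. Without control male 1, 2, 4 or 5 the count was 47, 30, 28 and 45, and without Rapa male 7, 8 or 12 it was 42, 50 and 36. Leaving out Rapa males 6 and 7, a choice made after seeing the data, gave 51 (22 higher and 29 lower), with the endoplasmic reticulum list at -0.16 (camera adjusted p = 0.000654).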

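The largest decreases in 6-months Rapa females included transcripts of Mup20, Nit2 and Cyp2c29, and the largest increases included those of Cyp2b13 and Mug2. Mup20, a major urinary protein secreted by the liver, had a log2 ratio of -1.72 (SE 0.43, adjusted p = 0.00298 from limma, below the control mean in 10 of 11 Rapa females). Nit2, an amidase, fell by 1.52 (SE 0.14, adjusted p = 1.41e-10, 11 of 11) by 1 of its 2 probes. Cyp2c29, a cytochrome P450 of drug metabolism, fell by 1.42 (SE 0.26, adjusted p = 9e-05, 11 of 11). Serpinc1, which encodes antithrombin, fell by 1.33 (SE 0.16, adjusted p = 5.29e-08, 11 of 11), and Atp5e, the epsilon subunit of the mitochondrial ATP synthase, fell by 1.29 (SE 0.11, adjusted p = 1.21e-10, 11 of 11). Sult1e1, the estrogen sulfotransferase, and Aadac, an esterase of the endoplasmic reticulum, each fell by 1.31 (adjusted p = 0.000222 and 5.18e-06, 11 of 11). H2-Aa, a chain of MHC class II, fell by 1.39 (SE 0.33, adjusted p = 0.002, 11 of 11). Srgn, the proteoglycan serglycin of blood cell granules, fell by 1.41 (SE 0.23, adjusted p = 1.13e-05, 11 of 11). It was detected on 4 of the 11 Rapa female arrays, so that its level on the others is background and its ratio is not exact. Gm12657 fell by 1.33 (adjusted p = 3.81e-10, 11 of 11).

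Cyp2b13, a cytochrome P450 expressed mainly in female liver, rose by 1.86 (SE 0.56, adjusted p = 0.0131, above the control mean in 11 of 11). Mug1 and Mug2, which encode the protease inhibitors called murinoglobulins, rose by 0.78 (adjusted p = 0.0123, 9 of 11) and 1.18 (adjusted p = 0.0105, 10 of 11), Mug2 by 1 of its 3 probes. Scp2, a sterol carrier protein, rose by 0.86 (SE 0.14, adjusted p = 1.94e-05, 11 of 11) and passed by 2 of its 3 probes. Mfsd2a, a transporter of lysophosphatidylcholine, rose by 0.89 (adjusted p = 0.0416, 10 of 11) and Lss, the lanosterol synthase of cholesterol synthesis, by 0.66 (adjusted p = 0.047, 10 of 11). Il1rap, the accessory chain of the interleukin-1 receptor, rose by 0.63 by 3 of its 5 probes (adjusted p = 0.00905, 11 of 11). Faf2, a factor of endoplasmic reticulum-associated degradation, rose by 0.63 (adjusted p = 0.000977, 10 of 11), Ociad2 by 0.69 (adjusted p = 0.000511, 10 of 11) and 1810055G02Rik by 0.97 (adjusted p = 0.00148, 11 of 11).

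In all, 2747 transcripts passed, or 21.6% of those tested: 1555 were higher, in 1274 genes, and 1192 were lower, in 1066 genes, with 178 transcripts unnamed. For 228 of the 12719 tested transcripts all Rapa females lay on 1 side of all control females, where chance gives 0.151 for freely exchangeable mice. Control females 6 to 9 stood apart, so the females were not freely exchangeable and this comparison does not test the diet. Without control females 6 to 9, 892 transcripts passed (302 higher and 590 lower), and of the 2747, 817 still passed. Control females 1 to 5 against Rapa females 1 to 4, mice of similar background chosen after seeing the data, gave 218 (27 higher and 191 lower). Without the 8 samples of either diet with a neutrophil marker score over 1, also chosen after seeing the data, 470 were higher and 560 lower. With the first 3 principal components of the never-detected probes as covariates, a setting chosen after seeing the data, 2226 passed (1147 higher and 1079 lower). Cyp2b13 (1.77, adjusted p = 0.0905), Mfsd2a (0.71, adjusted p = 0.333), Lss (0.40, adjusted p = 0.479), Il1rap (0.53, adjusted p = 0.14), Faf2 (0.50, adjusted p = 0.0716) and H2-Aa (-0.79, adjusted p = 0.152) did not pass without control females 6 to 9. By an equal-variance t-test on the tested probes Cyp2b13, Mug1, Mug2 and Lss did not pass. The count was 1778 over the probes detected on all arrays, 1822 with array weights and 1813 with 1 probe per gene.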

In 6-months Rapa females, 1427 transcripts changed significantly compared to control females: 675 increased and 752 decreased. Only 7 genes (1%) that changed in Rapa males were similarly decreased in the Rapa females. 

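Most transcripts that changed in both sexes fell in Rapa females and rose in Rapa males, or the reverse. Selenop, which encodes the selenium carrier of plasma, had a log2 ratio of -0.99 in females (SE 0.11, adjusted p = 3.27e-09 from limma, lower in 11 of 11 Rapa females) and of 0.48 in males (SE 0.10, adjusted p = 0.0152, higher in 12 of 12 Rapa males). Rer1, a factor that returns proteins to the endoplasmic reticulum, was at -1.17 in females (adjusted p = 7.73e-10, 11 of 11) and 0.49 in males (adjusted p = 0.0238, 12 of 12). Sqor, the sulfide oxidase of mitochondria, was at -0.65 in females (adjusted p = 1.49e-05, 11 of 11) and 0.49 in males (adjusted p = 0.0152, 12 of 12). The same pattern held for the histone H3 genes H3c14 (-0.57 and 0.49) and H3c13 (-0.50 and 0.36), the RNA-binding protein Dazap1 (-0.48 and 0.42), the vitamin C transporter Slc23a2 (-0.34 and 0.45), the importin Kpnb1 (-0.67 and 0.36), the mitochondrial import receptor Tomm70a (-0.55 and 0.32) and the tight junction protein Tjp1 (-0.61 and 0.31). In these 7 genes the adjusted p was 4.39e-09 to 0.00607 in females, with 9 to 11 of 11 Rapa females on that side of the control mean, and 0.00917 to 0.042 in males, with 10 to 12 of 12. H3c14, Rer1 and Selenop passed by 1 of their 2 probes. Slc23a2 did not pass in females without control females 6 to 9 (-0.30, adjusted p = 0.0655 from limma).

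In all, 32 transcripts changed in both sexes. Their number was set against chance by a hypergeometric test, which treats probes as independent, so its p does not measure the variation between mice. Of the 32, 15 were lower in females and higher in males (2.25 by chance, hypergeometric p = 2.01e-10). Another 14 were higher in females and lower in males (7.21 by chance, p = 0.0102), and 3 were lower in both (5.53 by chance, p = 0.924). The 3 were probes of Lsm12 (-0.39 in females and -0.26 in males) and 6430548M08Rik (-0.23 and -0.32), genes named after their values were seen, and an unnamed probe. Counted by gene, whichever probe passed and after the values were seen, 7 genes had a probe lower in females and a probe lower in males: these 2 and, by different probes, Elf2, Keap1, Pdlim5, Sel1l and Uimc1. The probe of Sel1l that was lower in males was higher in females (0.22), so that 6 genes had no probe with an increase. Of the 83 transcripts changed in males, 66 had a ratio of the opposite sign in females. The effect of Rapa differed between the sexes for 2593 transcripts in limma's interaction test, with the ratio more positive in females for 1511 and in males for 1082, and 2011 of these had changed in females and 69 in males. Across the 12719 probes, which are not independent replicates, the female and male ratios correlated at a Pearson r of -0.37 (-0.18 without control females 6 to 9). Without those mice 52 transcripts changed in both sexes, 6 of them lower in both, and the interaction passed for 1139, more positive in females for 488 and in males for 651. This balance also depended on the scaling and covariates, with 4003 and 672 after median centring, which moved the median ratio of all probes to 0.057 in females and -0.13 in males, and 213 and 345 with 3 principal components of the never-detected probes, which were chosen after seeing the data. The count of 32 became 20, 10, 10 and 17 without control male 1, 2, 4 or 5, and 20, 18, 21 and 13 without Rapa male 4, 7, 8 or 12. It was 621 after median centring and 1 with runs of neighbouring animal numbers as a random block.

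**Figure D1:**
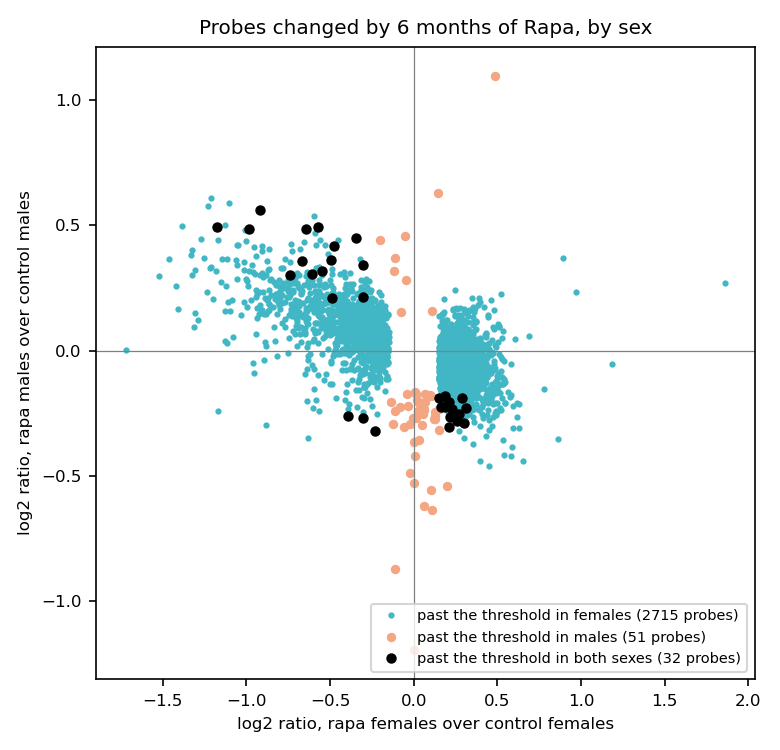
Log2 ratio of Rapa to control in males (y axis) against that in females (x axis) for the probes that passed the threshold. Colours mark probes that passed in females only (2715 probes), in males only (51) or in both sexes (32). Tested probes that passed in neither sex are not drawn. Of the 32, 15 lie lower in females and higher in males and 14 the other way.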

Figure 6A shows the MDS analysis of the genes significantly altered by feeding Rapa for 6 months in male and female mice. 

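Transcripts of the sex chromosomes followed the sex given for each mouse. Eif2s3y, a Y-linked translation factor, was higher in control males than in control females by a log2 ratio of 3.37 (SE 0.12, adjusted p = 3.12e-24 from limma) and was detected on 10 of 10 control male and 12 of 12 Rapa male arrays and on no female array. Kdm5d, a Y-linked histone demethylase, was higher by 0.78 (adjusted p = 7.83e-12) and was likewise detected on no female array. Xist, the transcript of the inactive X chromosome, was lower in control males (-1.94, SE 0.15, adjusted p = 9.39e-13) and was detected on 9 of 9 control female and 11 of 11 Rapa female arrays, on 1 control male array and on 3 Rapa male arrays. Where a transcript was not detected its level is background, so that these 3 ratios are lower bounds of the difference. The probe of the Y-linked gene Uty had a ratio of -0.032 (adjusted p = 0.682) and was detected in both sexes. At an adjusted p under 0.01 and an absolute log2 ratio over 1, 158 transcripts differed between the control sexes, 94 higher in males and 64 higher in females. With background correction 533 did (263 and 270), and with median centring 190 (158 and 32). On the 9720 probes that no array detected, all 42 arrays also had their 3 most correlated arrays in their own sex. For 28 arrays these were all of their own group. At an adjusted p under 0.05 from limma and an absolute log2 ratio over 0.15, 491 of these probes differed between the control sexes. The arrays of the sexes thus differed also where no transcript was measured. At that threshold 21 of these probes differed between the diets in females and 32 in males. Over the tested probes, the distance between arrays (1 minus Pearson's r) was 0.0466 ± 0.0211 (SD) for pairs of a control male and a control female, 0.0190 ± 0.0129 between control males and 0.0340 ± 0.0239 between control females. The mean of the mixed pairs exceeded that of the pairs within a sex by 0.0210 (exact permutation test, two-sided, p = 1.08e-05, the smallest the design can give), and 96.5% of the 3 nearest neighbors of control mice were of their own sex. In females, pairs of a control and a Rapa mouse lay at 0.0372 ± 0.0212 and pairs of Rapa females at 0.0276 ± 0.0131, an excess over the within-group pairs of 0.00714 (exact permutation test, two-sided, p = 0.00895), and 80% of nearest neighbors were of the same diet. When control females 6 to 9 were left out, the excess was 0.00136 (exact permutation test, p = 0.672). The first 3 dimensions of a multidimensional scaling of these distances held 47.3%, 20.0% and 11.5% of the positive eigenvalues.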

The control male and female mice form separate groups, and the Rapa females segregate as a separate group from the control females. However, the male mice fed Rapa grouped together with the male mice fed the control diet. 

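In males, the distance between a control and a Rapa mouse was 0.0220 ± 0.0112 (SD), and that between Rapa males was 0.0226 ± 0.0106. The excess of the mixed pairs over the pairs within a diet was 0.000852 (permutation test with 100000 resamples, two-sided, p = 0.306). Among all 42 mice, 20 of the 30 nearest-neighbor links of control males went to control males and 28 to males of either diet. For Rapa males, 24 of 36 links went to Rapa males and 36 to males of either diet.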

Figure 6B shows the heatmap of genes that significantly changed in the female mice fed rapamycin for 6 months compared to the control females. 

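For each probe that passed in females, the midpoint between the mean levels of control and Rapa females was taken, and the side of each mouse was counted. In Rapa females, 71.9% to 87.3% of these probes (mean 81.9%) lay on the Rapa side of the midpoint. In control females 1 to 5 the share was 21.3% to 39.3% (mean 32.9%), and in control females 6 to 9 it was 6.70% to 13.9% (mean 9.76%). The probes were chosen by the comparison of the same mice, so a difference between the groups is built into these shares.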

The difference in the pattern of gene expression between the female mice fed Rapa and those fed the control diet is striking, agreeing with the MDS analysis.

**Figure 6:**
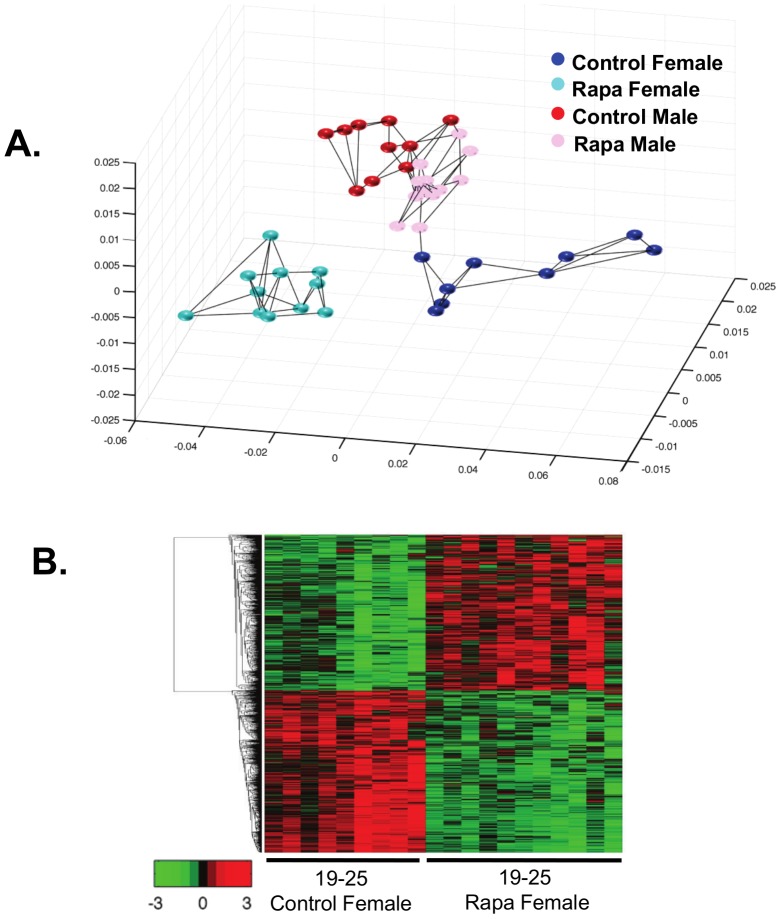
Multidimensional scaling and heatmap analysis show that 6-months Rapa females are separate and different from control females. Multidimensional scaling analysis of the transcriptome data from the 42 mice fed Rapa 6-months from 19 to 25 months of age was conducted using all the probes detected (17,082 probes) on the microarrays (**A**). Control males are shown in red, Rapa males in pink, control females in blue, and Rapa females in cyan. Each dot represents one sample and the lines indicate the three nearest neighbors. Heatmap analysis of all the transcripts that are significantly altered by 6-months Rapa female compared to control females are shown (**B**). The genes were clustered using linkage hierarchical cluster with Euclidean distance and the expression of transcripts are shown with red for high, black for middle, and green for low expression. A list of the transcripts that significantly changed with 6-months Rapa feeding is shown in the same top to bottom clustering order as the heatmap in File S2, tab4.

We next compared the effect of 6 and 21 months of Rapa treatment on the liver transcriptome. In these analyses, we used the female mice because Rapa changed the levels of only a few transcripts in male mice. After matching the microarray datasets for detected transcripts with 6 months and 21 months of Rapa treatment in females, we observed 1427 transcripts changed in the 6-months Rapa female group, 675 increased and 752 decreased; 4761 transcripts changed with chronic Rapa female group, 2504 increased and 2257 decreased. We observed that 577 transcripts changed in similar directions in both the 6-months and chronic Rapa treated females, i.e., 40% of the transcripts that changed in the 6-months Rapa female mice. 

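The direction of change at 6 months was compared here with the paper's own values for females fed Rapa for 21 months. These came from the 10 pathway sheets of File S3 that were held in full. The eIF2 and the eIF4 and p70S6K pathways, which the paper also counts as shared, were not among them. Of 404 transcripts that the paper's values place past its threshold at 21 months and that were measured at 6 months, 261 (64.6%) had the same direction at both times: 126 of the 198 lower at 21 months and 135 of the 206 higher. Among transcripts of mitochondrial function, 49 of 81 had the same direction, and of the 22 that also changed at 6 months, 20 did. In protein ubiquitination the counts were 57 of 87 and 19 of 23. Telomerase signaling had 30 of 38, and 9 of the 9 that changed at 6 months. Chronic myeloid leukemia signaling had 30 of 38, VEGF signaling 25 of 35, integrin signaling 46 of 66, NRF2 signaling 38 of 64, IGF-1 signaling 28 of 40, glucocorticoid receptor signaling 52 of 82 and estrogen receptor signaling 33 of 54. Among those that also changed at 6 months, the counts in the same order were 7 of 11, 8 of 12, 14 of 20, 11 of 15, 8 of 10, 16 of 21 and 11 of 12. In all, 100 of the 404 transcripts changed at 6 months too, 78 of them in the same direction. When the diets of the 6-month females were permuted 100 times, the median share with the same direction was 51.5% and the highest 75.7%, so that the observed share had a permutation p of 0.21. By pathway the permutation p was 0.02 for telomerase signaling and 0.03 for chronic myeloid leukemia signaling (0.15 for both after adjustment over the 10 pathways), and the adjusted p of the other pathways was 0.225 to 0.36. The share was 55.2% without control females 6 to 9 (permutation p = 0.41). The transcripts were chosen by the study on other mice, and the full 21-month table was held only in part, so the overlap of all changed transcripts was not analysed here.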

The heatmap analysis of gene expression in Figure 7 for the two groups of female mice shows similar, but not identical, patterns of expression. 

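Several transcripts of oxidative phosphorylation and of mitochondrial ribosomes fell in 6-months Rapa females, and some of Ran-dependent nuclear transport fell or rose. Of 70 measured subunits of the respiratory chain complexes and the ATP synthase, listed before the data were examined as were the other gene lists, 16 fell, 1 rose and 53 did not pass the test, with the same counts when adjusted over the list alone, so that 24.3% changed against 20.8% of all 8903 genes (hypergeometric p = 0.274, chosen after seeing the data as for the other shares). Their median ratio was -0.076 and their mean -0.21, with 49 of 70 below 0, but the median was 0.047 when arrays were centred on their median in place of quantile normalization (-0.011 relative to the median of all probes). limma's camera test placed the list below the other genes (adjusted p = 2.33e-05 with a preset correlation, adjusted p = 0.861 with an estimated correlation, adjusted p = 0.0274 with median centring).

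Mitochondrial ribosomal proteins, which translate the subunits that mitochondrial DNA encodes, numbered 70, of which 14 fell and 2 rose (22.9%, hypergeometric p = 0.377), also when adjusted over the list alone. Their median was -0.068 (camera adjusted p = 0.00328, adjusted p = 0.861 with an estimated correlation), and 0.024 with median centring (-0.034 relative to all probes). Among them Mrpl20 fell by 0.86, Mrpl39 by 0.61, Mrps18c by 0.51 and Mrpl52 by 0.42. When control females 6 to 9 were left out, 13 of the oxidative phosphorylation genes and 8 of the mitochondrial ribosomal genes fell, and Mrpl52 did not pass (-0.22, adjusted p = 0.138). No gene of either list rose then.

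Females with higher scores of neutrophil markers or of acute phase and complement genes tended to have lower scores of oxidative phosphorylation, with exceptions. Across the 20 females the correlation within diets was -0.63 with neutrophil markers (adjusted p = 0.016) and -0.67 with acute phase genes (adjusted p = 0.01), by permutation tests with 20000 resamples chosen after seeing the data. The mitochondrial ribosomal score had -0.54 with neutrophil markers (adjusted p = 0.0479). The mean oxidative phosphorylation score was -0.19 in the 5 samples of Rapa females with a neutrophil score over 1 (mice 3, 5, 8, 9 and 11) and -0.046 in the other 6, and -0.093 in the 3 such samples of control females (mice 5, 6 and 9) and 0.077 in the other 6. Rapa female 10 had the lowest oxidative phosphorylation score (-0.35), with scores of -0.17 for neutrophil markers and 0.79 for acute phase genes. Control female 6 had the highest of all mice (0.18), with 1.83 for neutrophil markers and 0.93 for acute phase genes. Control female 9, which had the highest neutrophil score (4.21), had -0.34 for oxidative phosphorylation. The correlations were not computed without control female 9. Without the 8 samples the median ratio of the list was -0.084 (camera adjusted p = 2.93e-05) and 14 of its genes fell.

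Of 18 genes of Ran-dependent nuclear transport, 5 fell and 4 rose, also when adjusted over the list alone. The 9 changed genes are 50% of the list (hypergeometric p = 0.00547, adjusted p = 0.224 over the lists). Their median was -0.0052 and camera, which tests for a shift in a single direction, did not pass (adjusted p = 0.463), with a median of 0.037 after median centring (-0.021 relative to all probes) and 0.073 over the probes detected on all arrays. Kpna3, an importin alpha, fell by 0.93 (SE 0.10, adjusted p = 6.88e-09, 11 of 11 Rapa females), and Kpna2, another, by 0.21. Kpna2 was detected on 6 of 9 control and 3 of 11 Rapa female arrays, so that its level on the others is background and its ratio is not exact. Cse1l, which exports importin alpha from the nucleus, rose by 0.26 (SE 0.065, adjusted p = 0.00305, 11 of 11). In the comparison without control females 6 to 9, 5 of the list fell and none of those that rose still passed (Cse1l 0.16, adjusted p = 0.165).

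**Figure D2:**
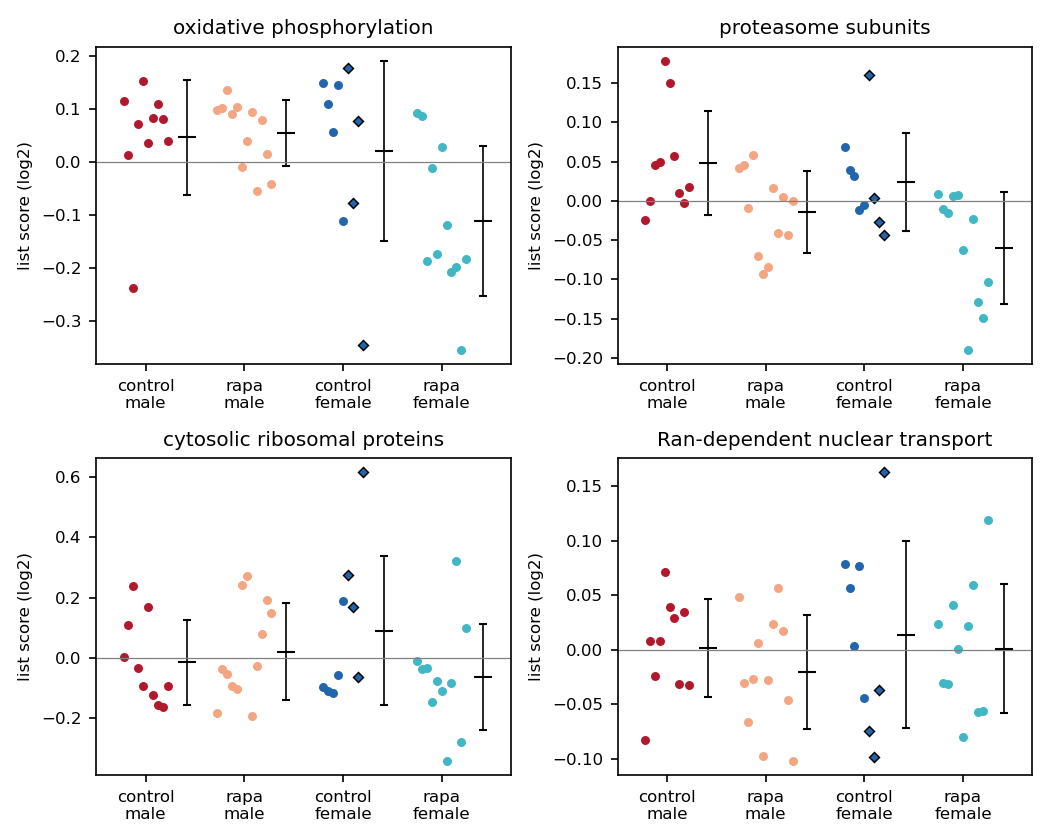
Score of each mouse for 4 gene lists (median over the list's genes of the log2 level centred on its mean over all mice, y axis) in the 4 groups, with the mean and SD as bars and control females 6 to 9 as black-edged diamonds. The oxidative phosphorylation score had a mean of 0.020 in control females and -0.11 in Rapa females, and -0.042 in control females 6 to 9. Median centring moved the median female ratio of the tested probes to 0.057. That of oxidative phosphorylation was then 0.047, of proteasome subunits 0.035 and of Ran-dependent transport 0.037. Relative to the tested probes these were -0.011, -0.022 and -0.021.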

We observed that 6 months of Rapa treatment significantly altered 3 pathways in the females: mitochondrial function and protein ubiquitination, which were shared with the female and Rapa-2 mice fed Rapa for 21 months, and RAN signaling (Figure S6C in File S1).

**Figure 7:**
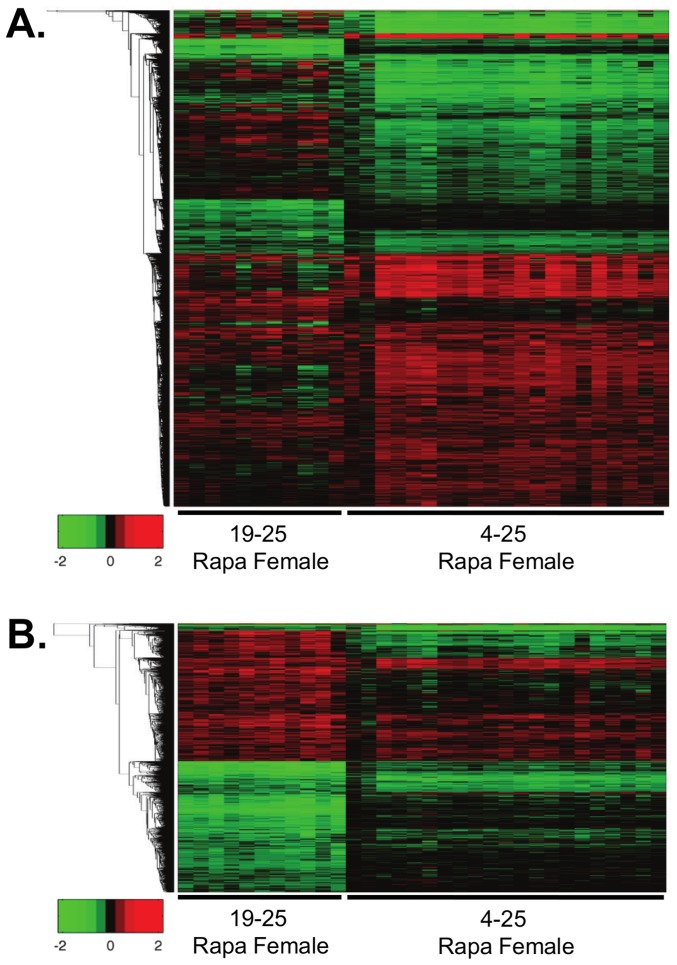
Relative heatmap analysis indicates high degree of similarity between 6-months and chronic Rapa feeding in female mice. Heatmap analysis of individual, 25-month-old female mice fed Rapa for 6 (6-months) or 21 (chronic) months compared to the respective average of the control females are shown. The transcripts that are significantly changed in 6-months or chronic Rapa females are shown in (**A**) and the transcripts that only significantly change in 6-months Rapa females are shown in (**B**) compared to chronic Rapa females. For this heatmap analysis, red indicates up-regulated transcripts, green indicates down-regulated transcripts, and black indicates little or no change. The transcripts were plotted using log2 values and the heatmap scales from a change of −2 to 2 log2 change. A list comparing the transcripts that significantly changed with 6-months or chronic Rapa feeding is shown in the same top to bottom clustering order as the heatmap in File S2, tab6.

## Discussion

Harrison et al. [4] were the first to show that rapamycin increased lifespan of UM-HET-3 mice when Rapa treatment was initiated at 19 months of age, e.g., a 9% and 14% increase in the lifespan of male and female mice, respectively. In a follow-up study, Miller et al. [12] showed a similar extension of lifespan in male and female UM-HET3 mice when Rapa feeding was initiated at 9 months of age. Interestingly, Zhang et al. [13] observed only a modest increase in lifespan of C57BL/6 mice when Rapa feeding was begun at 19 months of age. The lifespan of female mice increased only 6%, and Rapa had no significant effect on the lifespan of male mice. In this study, we show that Rapa treatment initiated at 4 months of age increased the lifespan of both male and female C57BL/6 mice to a level similar to that observed in UM-HET3 mice; lifespan was increased 11% for male and 16% for female C57BL/6 mice. Gompertz mortality analysis of our data suggest that the significantly decreased mortality hazards in Rapa-fed mice is due to a reduction in the rate of aging in the C57BL/6 mice, which is comparable to what Miller et al. [12] observed in UM-HET3 mice. In the studies with UM-HET3 and C57BL/6 mice, the Rapa dose (14 ppm) and diet composition were the same. Thus, C57BL/6 mice appear to require longer period of exposure to 14 ppm Rapa to show an increase in lifespan similar to that observed in UM-HET3 mice. We believe this difference in response to rapamycin most likely arises because levels of Rapa are much lower in the C57BL/6 compared to UM-HET3 mice. The blood levels of C57BL/6 mice fed 14 ppm Rapa in our study were 3–5 ng/ml compared to 13.4±2.6 [26] or 60–70 ng/ml [4] for UM-HET3 mice. Because drug metabolism and clearance has been shown to be high in C57BL/6 mice compared to other inbred lines of mice [29], we speculate that the lower levels of Rapa in the C57BL/6 mice are due to increased metabolism/elimination of Rapa. The goal of our study was to identify potential pathways that might be responsible for Rapa's life-extending action by probing its effect on the transcriptome. We focused on the liver because it is one of the first tissues exposed to Rapa, and it is relatively homogeneous; hepatocytes constitute approximately 80% of the liver volume and thus potential differing effects of Rapa on different cell types are minimized. Most important, liver expresses a large and diverse array of metabolic pathways, which allows us to evaluate the effects of Rapa on the expression of a broad range of transcripts.

Our data show 21 months of feeding Rapa has a major effect on the transcriptome of female and male (Rapa-2 group) mice. Over 6,300 transcripts were altered in female and Rapa-2 male mice with ∼40% of these transcripts shared. From our transcriptome data, we identified 13 pathways that were shared between the females and Rapa-2 males fed Rapa for 21 months and two (mitochondrial function and protein ubiquitination) of these 13 pathways were also altered in female mice fed Rapa for 6 months. Three of the 13 pathways are potentially involved in the anti-cancer action of Rapa, e.g., estrogen receptor signaling, VEGF signaling, and chronic myeloid leukemia signaling. Our data suggest that Rapa down-regulates the estrogen receptor signaling pathway, e.g., transcripts for *Esr1* and the co-activator *Sra1* were significantly reduced, while the transcript for *Spen*, an inhibitor of *Sra1*, were significantly increased in female and Rapa-2 males chronically fed Rapa. Estrogen receptor alpha transcript levels have been reported to be reduced by Rapa in C2C12 myoblasts [30], and estrogen receptor positive breast cancer lines show reduced growth when treated with Rapa [31]. VEGF signaling, which controls vascular function and angiogenesis that is necessary for cancer progression, appears to be decreased in Rapa-fed male and female mice, e.g., the transcripts for *Vegfa* and *Flt1*, the VEGF receptor-1, are decreased. Guba et al. [32] showed that Rapa inhibits adenocarcinoma tumor growth and migration by decreasing VEGF production and signaling. In chronic myeloid leukemia signaling, the expression of *p53* and *Smad3* are increased in both males and females fed Rapa. *p53* is a well-known tumor suppressor that controls the G1/S checkpoint in cell cycle and induces DNA damage repair. *Smad3* is a downstream regulatory element of the Tgf-β pathway that has been shown to inhibit cell growth [33].

Interestingly, six of the 13 pathways have been shown to modulate aging, e.g., mitochondrial function, protein ubiquitination, NRF2-mediated oxidative stress response pathway, glucocorticoid receptor signaling, IGF-1 signaling, eIF2 signaling, and the regulation of eIF4 & p70S6K signaling. Mitochondrial function pathway was the pathway most significantly changed by Rapa in the female and Rapa-2 mice, it is the only pathway significant at B-H p<1×10^−6^. The majority of the transcripts that change in complex I and II transcripts decrease while complex III, IV, and V transcripts that change increase in chronic Rapa-fed female and Rapa-2 male mice. We also observed a decrease in the expression of genes involved in redox regulation, e.g., a significant decrease in transcripts for *Sod2*, *Glrx2*, and *Prdx5* were observed in both female and Rapa-2 mice fed Rapa chronically. 

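In 6-months Rapa females, Ndufb4 of the first complex of the respiratory chain, the NADH dehydrogenase, had a level of 8.03 ± 0.29 (SD, n = 11). The level was 9.26 ± 0.44 (SD, n = 9) in control females, a log2 ratio of -1.23 (SE 0.14, adjusted p = 8.55e-09 from limma). It was below the control mean in 11 of 11 Rapa females. The accessory subunits Ndufb5 and Ndufb2 fell by 0.96 and 0.87, and Ndufb9 fell too (adjusted p = 2.96e-07, and a ratio of -0.99 without control females 6 to 9). Of 33 subunits measured, 6 fell, also when adjusted over the list alone, and Ndufa12 rose by 0.21, with a list median of -0.046 (camera adjusted p = 0.00328, adjusted p = 0.861 with an estimated correlation) that was 0.080 with median centring (0.023 relative to all probes). In succinate dehydrogenase, the second complex, Sdhd, a membrane anchor, fell by 1.06 (SE 0.15, adjusted p = 1.66e-06, 11 of 11) and was 1 of 3 measured subunits to pass (camera adjusted p = 0.229). In cytochrome c reductase, the third complex, Uqcrb fell by 0.74 (SE 0.10, adjusted p = 4.5e-07, 11 of 11) and the other 6 measured subunits did not pass, with a list median of -0.025 that was 0.092 with median centring, or 0.035 relative to all probes (camera adjusted p = 0.384). In cytochrome c oxidase, Cox7b fell by 1.11 (SE 0.14, adjusted p = 1.27e-07, 11 of 11) and Cox7a2 by 0.47 (adjusted p = 0.000337), 2 of 12 measured subunits, and the list median was -0.13 (camera adjusted p = 0.0232, adjusted p = 0.861 with an estimated correlation).

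In the ATP synthase 6 of 15 measured subunits fell, also when adjusted over the list alone. Beside Atp5e, Atp5a1, the alpha subunit, fell by 1.00 (SE 0.15, adjusted p = 3.68e-06, 11 of 11), Atp5h by 0.33 and Atp5g2 by 0.20. The list median was -0.12 (camera adjusted p = 0.00432, adjusted p = 0.861 with an estimated correlation), and 0.0016 with median centring (-0.056 relative to all probes). Control females 6 to 9 had higher levels than control females 1 to 5 for Ndufb4 (9.57 and 9.01), Sdhd (10.98 and 10.39), Uqcrb (12.72 and 12.38), Cox7b (9.28 and 8.87) and Atp5e (9.74 and 9.39). Without them Ndufb4 (-0.98), Sdhd (-0.80), Uqcrb (-0.59), Cox7b (-0.92), Cox7a2 (-0.47) and Atp5a1 (-0.76) still fell, and Atp5h (-0.20, adjusted p = 0.123) and Atp5g2 (-0.13, adjusted p = 0.309) did not pass. The rise of Ndufa12 did not pass without them either.

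**Figure D3:**
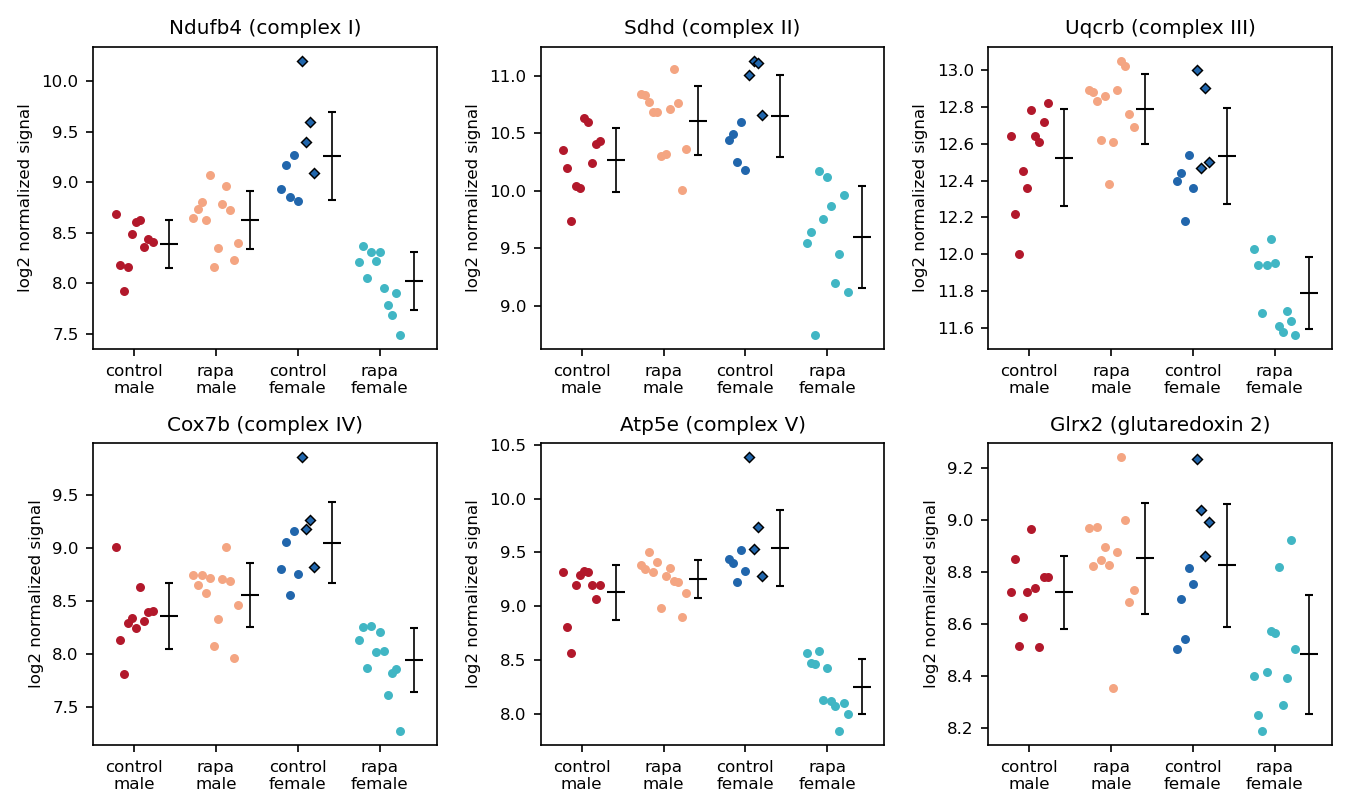
Log2 normalized signal of each mouse of the 6-months study (y axis) for a gene of each complex and for the mitochondrial glutaredoxin Glrx2 in the 4 groups. The mean and SD are shown as bars and control females 6 to 9 as black-edged diamonds. Ndufb4 lay between 7.49 and 8.37 in Rapa females and between 8.82 and 10.20 in control females.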

In 6-months Rapa females, the genes in complex I, II, IV, and V are down-regulated, while complex III is not changed. *Clpp*, an ATP-dependent peptidase in the inner mitochondrial membrane, which is involved in the activation of the mitochondrial protein unfolding response [34], is increased in mice fed Rapa. In 6-months Rapa females, genes in complex I, II, IV, and V were decreased along with *Glrx2* and *Prdx5*. 

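Glrx2, the glutaredoxin of mitochondria, which uses glutathione to reduce protein thiols, had a level of 8.48 ± 0.23 (SD, n = 11) in 6-months Rapa females and 8.83 ± 0.24 (SD, n = 9) in control females. Its log2 ratio was -0.34 (SE 0.092, adjusted p = 0.00573 from limma), with 10 of 11 Rapa females below the control mean, and its other probe had a ratio of -0.065 (adjusted p = 0.647). In Rapa males the ratio of Glrx2 was 0.13 (adjusted p = 0.575), and the effects of Rapa in the sexes differed (interaction -0.47, adjusted p = 0.0062). The female ratio was -0.18 without control females 6 to 9 (adjusted p = 0.339), and with median centring it was -0.29 (adjusted p = 0.0573) and did not pass. Prdx5, a peroxiredoxin, had no probe among those detected on at least 9 arrays and was not analysed here.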

Currently, there is little information about the effect of Rapa on mitochondria function in animals. Studies with cells in culture indicate that Rapa treatment alters mitochondrial function, e.g., reduced oxygen consumption [30], [35] and decrease mitochondrial membrane potential and ATP synthesis [35].

Protein ubiquitination, which signals specific proteins for degradation through the proteasome, appears to be decreased in chronically Rapa-fed mice, e.g. several ubiquitin-conjugating E2 transcripts such as *Ube2a, Ube2d3, Ube2g1, Ube2q1* and ubiquitin-ligase E3A are decreased. Proteasome subunits such as *Psmc1, Psmd1, Psmd10, Psmd14, Psme7, and Psme9* are also decreased in Rapa-2 males and females. In 6-months Rapa females, ubiquitin-conjugating E2 transcript *Ube2j1* and proteasome subunits *Psmb10, Psmb5, Psmb7, Psmc6, Psmd6, Psmc7, Psmd11, Psmd12*, and *Psmd14* are decreased suggesting a decrease in protein ubiquitination as well. 

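Ube2j1, a ubiquitin-conjugating enzyme of the endoplasmic reticulum membrane, had a log2 ratio of -0.43 in 6-months Rapa females (SE 0.085, adjusted p = 0.000242 from limma), with 11 of 11 Rapa females below the control mean. Psmc6, an ATPase of the 19S cap of the proteasome, fell by 0.51 (SE 0.069, adjusted p = 5.43e-07, 11 of 11). Of the other 19S subunits, Psmd14, a deubiquitinase, fell by 0.37 (SE 0.11, adjusted p = 0.00837, 9 of 11), Psmd6 by 0.35 (SE 0.11, adjusted p = 0.021, 9 of 11) and Psmd7 by 0.25 by 1 of its 2 probes (SE 0.065, adjusted p = 0.00391, 11 of 11). The proteolytic subunit Psmb5 fell by 0.36 (SE 0.084, adjusted p = 0.00164, 11 of 11), and the immunoproteasome subunits Psmb9 and Psmb10 fell by 0.65 (SE 0.17, adjusted p = 0.00358, 11 of 11) and 0.38 (SE 0.12, adjusted p = 0.0225, 10 of 11), Psmb10 by 1 of its 2 probes. For 3 subunits the brightest probe did not pass and another did: Psmb7 (-0.036, and -0.38 with adjusted p = 4.63e-05), Psmd11 (-0.25, and -0.90 with adjusted p = 3.14e-09) and Psmd12 (0.014, and -0.56 with adjusted p = 0.000956). No detected probe carried the symbol Psmc7.

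Of 38 measured proteasome subunits, 8 fell and 29 did not pass, and Psme3, an 11S activator, rose by 0.30, with the same counts when adjusted over the list alone, so that 23.7% changed against 20.8% of all genes (hypergeometric p = 0.389, chosen after seeing the data). The list median was -0.075 (camera adjusted p = 0.00942, adjusted p = 0.861 with an estimated correlation), and 0.035 with median centring (-0.022 relative to all probes). The study named some of these subunits from the same mice, so their fall is not independent evidence. Of 21 ubiquitin-conjugating enzymes, Ube2j1 and Ube2q1 (-0.29 by 1 of its 2 probes) fell and Ube2e3 (0.22) and Ube2j2 (0.15) rose, or 2 and 5 when adjusted over the list alone, and the list median was 0.12 (camera adjusted p = 0.234). In the absence of control females 6 to 9, Ube2j1 (-0.25, adjusted p = 0.0443) and Psmc6 (-0.45, adjusted p = 0.000356) still fell. Psmb5 (-0.21, adjusted p = 0.168), Psmb9 (-0.32, adjusted p = 0.238), Psmb10 (-0.27, adjusted p = 0.318), Psmd6 (-0.27, adjusted p = 0.27), Psmd7 (-0.17, adjusted p = 0.169), Psmd14 (-0.33, adjusted p = 0.123) and Ube2q1 (-0.21, adjusted p = 0.186) did not pass without them. The rise of Psme3 was also lost without these mice. From the lower Ube2j1 and proteasome transcripts the paper proposes that protein ubiquitination decreased in these females as well.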

Zhang et al. [13] reported that proteasome activity was reduced in liver as well as other tissues in 19-month old female mice fed Rapa for 6 months. They also observed that the decrease in proteasome activity was paralleled by increased autophagy, suggesting Rapa treatment shifts protein degradation from the proteasome pathway to the autophagy pathway. It has been shown previously that protein degradation through the proteasome and autophagy pathways is coordinated in a way that changes in one pathway are countered by changes in the opposite direction in the other pathway, e.g., the chronic inhibition of proteasome are paralleled by increased autophagy [36].

The up-regulation of the NRF2 pathway is believed to be in extending lifespan and delaying aging. For example, NRF2 has been suggested to partially be responsible for the increased resistance to oxidative stress observed in DR mice [37]. In addition, overexpression of *skn-1*, the *Nrf1/2/3* homolog in *C. elegans*, extends lifespan and increase stress resistance [38]. Changes in the levels of several transcripts in the NRF2 signaling pathway suggest that this pathway is reduced in chronically fed Rapa-2 males and females. First, *Nrf2* transcripts are decreased, and the transcript level of *Keap1*, the inhibitor of Nrf2, are increased. Second, the anti-oxidative responsive genes regulated by NRF2 are down-regulated (*Gst, Sod2*, *Cat*, *Fth1*, and *Prdx1* transcript levels are significantly reduced). Also, the levels of the transcript for *Gclm*, which is the rate limiting enzyme in glutathione biosynthesis, is reduced in the mice fed Rapa. A reduction in NRF2 signaling would be predicted to result in tissues/cells becoming more sensitive to a variety of environmental stresses. Our preliminary data show that primarily cultures of mouse fibroblasts pre-treated with Rapa are more sensitive to a variety of stresses, e.g., hypochlorous acid, paraquat, and *t*-butyl hydroperoxide (Figure S7 in File S1).

The identification that the IGF-1 signaling pathway as one of the pathways significantly altered by Rapa is interesting because research over the past decade points to Igf-1 being important in aging, e.g., circulating IGF-1 levels are reduced by DR, mutations in *daf2*, the homolog of *Igf-1* in *C. elegans*, increase lifespan [39] and female mice deficient in the IGF-1 receptor show increased lifespan [40]. *Igf-1* transcript is increased in both Rapa-2 males and Rapa females, suggesting that Rapa treatment induces IGF-1 synthesis by the liver, which is the tissue responsible for the production of circulating levels of IGF-1. Igf binding protein-1, which binds IGF-1 maintaining it in an inactive state [41], transcripts are decreased significantly in Rapa-2 males and decreased in Rapa females but not significantly. Igf binding protein 7, which also binds with a higher affinity to insulin, transcripts are decreased in both Rapa-2 males and Rapa females. Thus, our data suggest that circulating levels of IGF-1 accessible to other tissues is higher in the mice fed Rapa. While an increase in IGF-1 signaling may not be comparable to what has been observed with DR and mutants in Igf-1/Igf-1-receptor, increased IGF-1 signaling could have a positive effect on the aging brain because IGF-1 has been shown to improve brain synaptic structure, plasticity, and functions [42].

Two of the six pathways potentially involved in aging are related to protein synthesis: eIF2 signaling and the regulation of eIF4 & p70S6K signaling. The eIF2 and eIF4 & p70S6K signaling pathways overlap and play a major role in the regulation of translation. One would expect the eIF2 and eIF4 & p70S6K signaling pathways to be reduced in liver tissue of our mice treated with Rapa because mTOR, which regulates translation, is inhibited by Rapa. We observe a significant reduction in the transcript levels of a number of ribosomal proteins in the 60S (*Rpl4, Rpl23, Rpl39, Rpl27a, and Rpl7*) and 40S (*Rps3* and *Rps3a*) ribosome subunits in Rapa-2 males and Rapa females. 

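In 6-months Rapa females, Rps3a, a protein of the 40S subunit, had a log2 ratio of -1.12 (SE 0.14, adjusted p = 1.1e-07 from limma), with 11 of 11 Rapa females below the control mean. Rpl39 of the 60S subunit fell by 0.29 (SE 0.10, adjusted p = 0.0377, 10 of 11), but did not pass with median centring (-0.16) or without control females 6 to 9 (-0.16, adjusted p = 0.488). The brightest probes of Rpl4 (0.083, adjusted p = 0.332), Rpl23 (-0.20, adjusted p = 0.144), Rpl27a (-0.017, adjusted p = 0.921) and Rps3 (-0.23, adjusted p = 0.0906) did not pass, and another probe of Rps3 fell by 0.66 (adjusted p = 5.07e-05). No probe of Rpl7 was detected on 9 arrays.

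Of 55 measured cytosolic ribosomal protein genes, 9 fell, 1 (Rpl22, 0.24) rose and 45 did not pass, with the same counts when adjusted over the list alone, so that 18.2% changed against 20.8% of all genes (hypergeometric p = 0.732, chosen after seeing the data). Among these, Rps9 fell by 0.81 by 1 of its 2 probes (SE 0.14, adjusted p = 3.52e-05, 11 of 11), Rpl35a by 0.70 (SE 0.11, adjusted p = 3.67e-06, 11 of 11), Rpl30 by 0.47 (SE 0.11, adjusted p = 0.00147, 11 of 11) and Rpl7a by 0.41 (SE 0.10, adjusted p = 0.00283, 10 of 11). The list median was -0.15, and the list stood below the other genes (camera adjusted p = 0.000902, adjusted p = 0.861 with an estimated correlation, adjusted p = 0.134 with median centring). In control females 6 to 9 the mean score of this list was 0.25, and in control females 1 to 5 it was -0.038. Across the 20 females this score correlated within diets with that of neutrophil markers at 0.78 (adjusted p = 0.0015 by permutation). Control female 9 had the highest score of both lists (0.62 and 4.21), and the correlation was not computed without that mouse. Without the 8 samples with a neutrophil score over 1 the list median was -0.12 (camera adjusted p = 0.00219). The correlation and this setting were chosen after seeing the data. Without control females 6 to 9, 2 genes of the list fell, none rose, and the median was -0.0070 (camera adjusted p = 0.477). Then Rpl30 (-0.30, adjusted p = 0.083) and Rpl7a (-0.32, adjusted p = 0.0853) did not pass, while Rps3a (-0.75), Rpl35a (-0.45) and Rps9 (-0.37) still fell.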

A similar effect was also observed in 6-months Rapa treated females, which is consistent with previous reports that reduced mTOR signaling decreases ribosome biogenesis [43]. We also observed changes in the levels of transcripts for proteins that regulate the initiation of protein synthesis. For example, the transcript levels of *Eif3*, which activates initiation by facilitating the initial binding of the 40S ribosome subunit to mRNA, was significantly reduced; while the transcript for *Eif2β*, which facilitates the binding of tRNA and the 60S ribosome to the 40S initiation complex, was increased significantly in Rapa-2 males and Rapa females.

A decrease in the overall rate of protein synthesis by Rapa could be important in translation fidelity and protein quality. Conn and Qian [44] recently reported that activation of mTOR activity by Rheb led to an increased rate of ribosomal translation and reduced translation fidelity, while inhibition of mTOR by Rapa restored translation fidelity by reducing the rate of ribosome translation of mRNA [45]. Our observation that Rapa alters eIF2 signaling and the regulation of eIF4 & p70S6K signaling pathways are consistent with the suggestion by Kaeberlein and Kennedy [46] that reduction of global mRNA translation and increase in selective transcripts may be beneficial in aging, and Selman et al. [17] reported that null mutation in the S6k1 gene increases the lifespan of female, but not male mice. It is also interesting to note that Rapa did not extend the lifespan of *Drosophila* that express a constitutively active form of S6K1 or in *Drosophila* null in 4E-BP1 [16], indicating that down-regulation of protein synthesis may be important in the lifespan extension effects of Rapa in *Drosophila*. Therefore, the alterations we have observed in the eIF2 signaling and the regulation of eIF4 & p70S6K signaling pathways could potentially contribute to the life-extending actions of Rapa.

One interesting observation from our study was that ERK signaling was common to 10 of the 13 IPA pathways found to be shared in Rapa-2 males and Rapa females. Based on the increase in the transcripts for *c-Raf* and *Erk1/2* in Rapa-2 males and for *c-Raf, Mek1/2*, and *Erk* in the Rapa females, it would appear that ERK signaling is increased in the Rapa treated mice and that this increase might be important in the changes we observe in some of these pathways. For example, chronic activation of ERK signaling has been shown to down-regulate the NRF2 pathway [47]. Also, glucocorticoids have been shown to inhibit ERK signaling and because the glucocorticoid receptor signaling is down-regulated by Rapa, this could be a potential reason in the increase in ERK signaling [48]. ERK signaling may be increased to counteract the decrease in protein synthesis by Rapa, which is known to decrease protein synthesis, because ERK signaling has been shown to regulate ribosome biogenesis [49] and S6k1 [50].

In summary, our study provides the first insight into the potential mechanisms of Rapa's life-extending mechanisms. We identified several pathways, which would have been predicted from what is known about rapamycin's mode of action, e.g., alterations in pathways involved in protein synthesis and turnover. Our data suggest that Rapa improves protein quality by reducing protein synthesis and shifting protein degradation to autophagy. Improved protein quality has been proposed to play a major role in aging [51], [52]. On the other hand, the alterations we observed in the apparent reduction in pathways involved in protecting cells/tissues from stress (NRF2-mediated oxidative stress response), as well as reduced levels of transcripts for several antioxidant enzymes, were surprising and suggest that animals fed Rapa are more sensitive to stress, including oxidative stress. Research over the past two decades has shown that almost all manipulations that increase lifespan show increased resistance to stress, e.g., DR, dwarf mouse models, and the many long-lived mutants of *C. elegans* [53]. If future studies confirm our pathway analysis of the transcriptome and show that tissues/cells from mice fed Rapa are more sensitive, or even have no change in sensitivity to stress, Rapa would be one of the few manipulations that increase lifespan without a corresponding increase in stress resistance, suggesting that combining Rapa with other manipulations might extend lifespan further. Finally, we were surprised to find that the pathway most robustly affected by Rapa was mitochondrial function. While mitochondrial function has long been viewed as important in aging, there is currently little evidence that Rapa alters mitochondria function. Our transcriptome data indicate that a more intensive study of the effect of Rapa/mTOR on mitochondrial function is needed.

## Supporting Information

File S1 **Supporting information file containing Figures S1–S7, Tables S1–S4, supplementary methods, and detail descriptions of the tabs in File 2, 3, and 4.** Figure S1: Body weight data for mice from 5 to 21 months of age. Figure S2: Food consumption data for mice from 5 to 24 months of age. Table S1: Survival analysis of C57BL/6 mice fed Rapamycin. Table S2: Fitted Gompertz Mortality Models. Table S3: Tissue Weights at 25 months of age. Figure S3: Phosphorylated S6/Total S6 ratio shows no change among all the groups. Figure S4: Gene analysis shows that Rapa-2 males share many genes that change in Rapa Female mice. Figure S5: Validation of genes in the mitochondria dysfunction and estrogen receptor signaling pathways. Table S4: Gene enrichment analysis using DAVID bioinformatics resources. Figure S6: Gene analysis shows significant gene changes in 6-months Rapa female mice. Figure S7: Fibroblasts pretreated with Rapa are more sensitive to oxidative stressors.
(XLSX)

File S2 **File containing data for genes and pathways found to be significantly changed by Rapa.**
(XLSX)

File S3 **File containing data for genes significantly changed in pathways found to be shared by Rapa-2 male and Rapa female.**
(XLSX)

File S4 **File containing data for DAVID gene enrichment analysis ranked by enrichment score using genes significantly changed in chronic Rapa-2 male, chronic Rapa female, and 6-months Rapa females.**
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

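Liver RNA of 42 mice aged 25 months, fed 14 ppm of Rapa or the control diet for 6 months from the age of 19 months, was measured with 1 Illumina Mouse Ref8 v2 microarray per mouse. The groups were 10 control males, 12 Rapa males, 9 control females and 11 Rapa females. The authors extracted the mean bead intensity of each probe with Genome Studios and deposited these signals on a linear scale without normalization, and the values show no subtraction of background (lowest signal 51.4). Beside each signal the authors deposited the detection score of Genome Studios, a fraction between 0 and 1 in which 1 stands for a detected probe. The authors also deposited log2 values, which they made by log2 transformation and quantile normalization in Matlab and kept for 17082 probes, without centring of genes, with a median of 7.79 for each mouse. The paper calls these the probes detected, and the threshold is not given in the sources used here. Across probes, each signal column correlated with the normalized column of its own mouse at an r of at least 0.998 and with that of another mouse at 0.995 or less.

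The signals were log2-transformed and quantile-normalized here over 25697 probes and 42 arrays. Probes with a detection p under 0.05 on at least 9 arrays were tested. Gene symbols were those of the platform annotation. Group means were fitted on all arrays with limma 3.58.1 in R 4.3.3 (with statmod 1.5.0), and Rapa was compared with control in each sex, the effects in the sexes with each other, and control males with control females. All adjusted p-values of single transcripts are moderated tests of limma adjusted by the Benjamini-Hochberg method over the tested probes. A transcript was taken as changed at an adjusted p under 0.05 and an absolute log2 ratio over 0.15, and as different between the control sexes at an adjusted p under 0.01 and an absolute log2 ratio over 1. Gene lists took the brightest probe of each gene and were tested with limma's camera at a preset correlation of 0.01, adjusted over 41 lists. They covered complexes, pathways, and marker genes of cell types in liver. Distances between arrays were 1 minus Pearson's r, tested by permutation of the diet or the sex. Never-detected probes were normalized among themselves and centred on their mean over the arrays before arrays were correlated.

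The genes to be named, the lists, the thresholds, the tests and a set of alternatives were fixed before the data were examined. Named are the genes that the study names for 6-month mice, the 10 changed transcripts with the largest increase and the 10 with the largest decrease in each sex, up to 10 changed in both sexes, up to 4 changed genes of each list described (by lowest adjusted p, or the 2 lowest where no gene changed), and sex-linked genes as a check of the labels. Genes that the study names for 21-month mice appear in the closing section. Part of the study's own table of changed transcripts had been seen before this rule was applied. These alternatives were the authors' normalized values, background correction with an offset of 16, median centring, other detection filters and an equal-variance t-test. The paper names t-tests without saying whether variances were taken as equal. Also set were a fit on the compared arrays alone, array weights, blocks of replicate number and of neighbouring animal numbers, and other fold thresholds. The rest were 1 probe per gene, other list tests, other distances and leaving out each mouse. A block by slide was not used here because the slides are not given in the sources used here. Further alternatives, among them leaving out control females 6 to 9, were chosen after seeing the data.

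Recovery was tested on simulated data with 50 changed transcripts of each size added. Each simulated value was an independent normal draw with the probe's own mean and its SD within groups. Correlation between probes and arrays that stand apart were not simulated, so the false calls give no rate for the measured data. In the female comparison 66% of changes of 0.3 on the log2 scale, 78% of 0.5 and 100% of 1 were recovered, with 11 false calls among 183. For the interaction the shares were 38%, 68% and 96%, with 13 false calls among 164. The number of arrays limits the precision. The full table of 21-month changes was held only in part, and protein measurements and pathway enrichment of the study were not analysed here.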

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

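The tests that leave out control females 6 to 9, control female 9 or Rapa males 6 and 7, and the test of whether those mice alone account for the immune genes, were chosen after the results were seen. Gene lists given here with a preset correlation had an adjusted p of 0.861 (females), 0.962 (males) or 0.869 (difference between the sexes) with an estimated correlation.

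Control male 3 lay far from the other control males in several measures. With the value of the nearest other mouse of the same group in brackets, its mean distance to its own group was 0.0432 (0.0213), its score for oxidative phosphorylation was -0.24 (0.012), and its log2 level was 11.61 for Psmb7 (11.82), 10.21 for Il1rap (11.12) and 9.05 for Cyp2c29 (11.05). Control male 2 had a level of 10.96 for Lss (9.71). Control female 9 had a mean distance to its own group of 0.0710 (0.0344) and levels of 10.48 for Psmd12 (10.67), 11.20 for Srgn (9.12), 10.15 for Bcl6 (9.40), 11.82 for H3c14 (11.26) and 12.01 for H3c13 (11.57). Control female 6 had a level of 10.39 for Atp5e (9.74). Of 130 groups of values tested 13 held such a mouse, while chance sets apart about 1 in 20 groups tested. Rapa males 6 and 7 had scores of 0.69 and 1.18 for the cell cycle, 0.90 and 0.95 for stellate cell markers and 0.58 and 2.06 for fetal liver and tumour markers, and control female 9 had 0.99 for the cell cycle and 2.43 for fetal liver and tumour markers.

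The effect of Rapa differed between females and males for 2593 transcripts by the interaction test. The median difference (female minus male effect) was -0.042 for oxidative phosphorylation (adjusted p = 0.000819), -0.035 for complex I (0.0264) and -0.14 for complex V (0.0185), and with median centring these were 0.34, 0.34 and 0.24, or 0.16, 0.16 and 0.054 relative to all probes. It was -0.17 for cytosolic ribosomal proteins (0.00266), which was 0.18 with median centring (-0.0086 relative to all probes), and -0.28 for NRF2 targets and glutathione synthesis (0.0175), which was 0.060 (-0.13 relative to all probes). The cytosolic chaperones had a median of 0.0083 and a mean of -0.12, in the direction of the test (0.0439). Genes of endoplasmic reticulum chaperones and the unfolded protein response had 0.39 (0.0186), MHC class II genes -0.65 (0.0283, 8 of 8 below 0) and the cell cycle -0.28 (0.0391, 13 of 14 below 0), and these 3 kept their direction with median centring. A few mice carried the last 2: without Rapa males 6 and 7 the differences were -0.44 for MHC class II genes (0.078) and -0.12 for the cell cycle (0.308), without control females 6 to 9 -0.39 (0.194) and -0.20 (0.119), and without control female 9 and Rapa males 6 and 7 -0.23 (0.333) and -0.013 (0.861). The difference for the endoplasmic reticulum was then 0.32 (0.0448), 0.33 (0.0212) and 0.32 (0.0542).

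In females, 4 further lists passed that the paper's text does not discuss for these mice. The mitochondrial ribosomal proteins had a median ratio of -0.068 (adjusted p = 0.00328), which was 0.024 with median centring (-0.034 relative to all probes), and cytosolic chaperones and heat shock proteins had -0.17 (adjusted p = 0.000322, 16 of 21 below 0). MHC class II genes, which present antigen, had -0.47 (adjusted p = 0.0169, 8 of 8 below 0), and markers of B and plasma cells had -0.41 (adjusted p = 0.0386, 9 of 9 below 0). Without control females 6 to 9 the MHC class II list had -0.19 (adjusted p = 0.424) and the B and plasma cell list 0.021 (adjusted p = 0.731). Control female 9 scored 2.33 for MHC class II genes and 2.66 for B and plasma cell markers, and the next control female 0.86 and 0.72. Without control female 9 alone the lists had -0.26 (adjusted p = 0.131) and -0.18 (adjusted p = 0.3), so neither passed.

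In males, 9 lists passed. Lower were endoplasmic reticulum chaperones and the unfolded protein response (-0.22, adjusted p = 3.37e-06), cholesterol synthesis (-0.19, adjusted p = 0.0038, 17 of 18 below 0), genes expressed more in male than in female liver (-0.48, adjusted p = 0.000205, 15 of 18 below 0) and endothelial markers (-0.14, adjusted p = 0.00617, 15 of 16 below 0). The medians of acute phase and complement genes (0.11, adjusted p = 0.041), Kupffer cell and macrophage markers (0.16, adjusted p = 0.019) and stellate cell markers (0.19, adjusted p = 0.0336) were above 0, but with median centring they were -0.11, -0.036 and -0.047, or 0.016, 0.091 and 0.081 relative to all probes. NRF2 targets and glutathione synthesis had 0.12 (adjusted p = 0.00448, 26 of 32 above 0), which was -0.10 with median centring (0.023 relative to all probes). The cell cycle list was at 0.16 (adjusted p = 0.019), and at 0.11 with median centring. Without Rapa males 6 and 7, left out after the results were seen, the cell cycle was at -0.023 (adjusted p = 0.984), stellate cell markers at -0.013 (0.984), Kupffer cell and macrophage markers at 0.035 (0.679), cholesterol synthesis at -0.13 (0.0524) and acute phase and complement genes at 0.13 (0.0524), and the other 4 lists still passed.

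For the lower immune genes of Rapa females, 2 explanations were weighed. A lower share of all cells other than hepatocytes would lower the markers of each of these cell types alike. The change in the stellate cell marker score lay 0.33 (SE 0.13) above 0.5 times that of the MHC class II score, and that of cholangiocyte markers lay 0.32 (SE 0.15) above it. This bound was set when H2-Aa and Ctss had already been seen among the lower genes. The stellate score itself changed by 0.030 (SE 0.082), so its margin comes mostly from the MHC class II score (-0.59, SE 0.29). The MHC class II list did not pass without control female 9, and the margins were not computed without that mouse, so this explanation stays open. Endothelial markers, with a median of -0.13, lay 0.23 (SE 0.17) above the bound, under 2 SE, and Lyve1 and Col3a1 were also lower. A difference that lies in control females 6 to 9 alone stays open: against control females 1 to 5 the MHC class II score of Rapa females was -0.24 (SE 0.17), and with 5 control females left this value lies between the bounds set for the test. An effect of Rapa on immune cells of the liver is untested.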

How the results depend on the processing

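The comparisons without control females 6 to 9, Rapa males 10 to 12, Rapa males 6 and 7 or the 8 females with a neutrophil marker score over 1, of control females 1 to 5 with Rapa females 1 to 4 (mice of similar background), with an unequal-variance t-test and with principal components were chosen after seeing the data. Of 1725 values of named genes under the alternatives set beforehand, 1529 kept direction and side of the threshold, 192 kept the direction but no longer passed and 4 reversed. Where no construction is named below, the cause was not tested.

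With median centring the male count was 2370, the interaction 4675, transcripts changed in both sexes 621, the proteasome list 0.035 (-0.022 relative to all probes, adjusted p = 0.306), the ribosomal list -0.028 (-0.086 relative, adjusted p = 0.134), and Psmb7 and Rpl27a reversed to 0.085 and 0.066. Background correction gave 533 transcripts different between the control sexes (263 higher in males, 270 in females). The male count was 143 without a filter and 134 with detection on at least 1 array. Over probes detected on all arrays, where fewer were tested, counts were 1778 (female), 30 (male), 1562 (interaction), 105 (sex difference) and 15 (both sexes), and Ran-dependent transport reversed to 0.073 (adjusted p = 0.988). With array weights they were 1822 (female), 491 (male) and 168 (both sexes), the ribosomal list was -0.048 (adjusted p = 0.084), Psmd12 reversed to -0.0087 and Rpl27a to 0.021. With 1 probe per gene, where fewer were tested, they were 1813, 47, 1604 (interaction) and 20 (both sexes). The replicate block gave 38 in males and 19 in both sexes, but the numbers do not pair the mice. Runs of animal numbers as a random block gave 4 and 1. With an estimated correlation the list medians of oxidative phosphorylation (-0.076), the proteasome (-0.075) and ribosomal proteins (-0.15) had an adjusted p of 0.861, and with fry the ribosomal list (-0.15) had 0.15.

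Without control females 6 to 9 the counts were 892 (female), 1139 (interaction) and 52 (both sexes), the ribosomal list -0.0070 (adjusted p = 0.477), the female separation 0.00136 (exact permutation p = 0.672), Psmd12 -0.028 and Rpl27a 0.0094, both reversed. Control females 1 to 5 against Rapa females 1 to 4 gave 218, with the proteasome list at 0.0036 (adjusted p = 0.408) and the ribosomal list at -0.0017 (adjusted p = 0.707). Without Rapa males 10 to 12, 34 changed in males and 13 in both sexes. The unequal-variance t-test on the authors' values gave 1529 in females. With 3 principal components of never-detected probes the female count was 2226 (1147 higher and 1079 lower), oxidative phosphorylation was at -0.047 (adjusted p = 0.00045), the interaction count was 558 and limma called 0 in males (1308 at an unadjusted p under 0.05). With these components limma also called 0 transcripts different between the control sexes (1651 at an unadjusted p under 0.05), so they remove differences between the sexes too. Without the 8 females with a neutrophil score over 1, the tested transcripts included 470 higher and 560 lower in females, the interaction was 1517 and the count in both sexes 50, and Psmd12 (-0.042) and Rpl27a (0.00022) reversed. Without Rapa males 6 and 7 the male count was 51. A slide block was not run because slides are not given in the sources used here.

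Leaving out each mouse in turn gave 2215 to 2984 in females, 28 to 91 in males, 2281 to 2800 for the interaction and 10 to 40 in both sexes. The medians were -0.13 to -0.048 for oxidative phosphorylation, -0.093 to -0.052 for the proteasome, -0.20 to -0.084 for ribosomal proteins and -0.029 to 0.037 for Ran-dependent transport. The male count was 47, 30, 28 and 45 without control male 1, 2, 4 or 5 and 42, 50 and 36 without Rapa male 7, 8 or 12. For transcripts changed in both sexes the counts were 20, 10, 10 and 17 without these control males, and 20, 18, 21 and 13 without Rapa male 4, 7, 8 or 12.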

Differences from the paper's values

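The unequal-variance t-test and the count by gene were chosen after seeing the values, and the other settings named here are alternatives set before the data were examined.

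In 6-months Rapa females the paper gives 1427 changed transcripts, 675 increased and 752 decreased, and here 2747 changed, 1555 increased and 1192 decreased. The paper states a change of over 15%, and the threshold here was an absolute log2 ratio over 0.15. The total came within 1.5 times of the paper's for 5 of 34 alternatives: probes detected on all arrays (1778), an equal-variance t-test (1869), the compared arrays alone (2009), array weights (1822) and 1 probe per gene (1813). It did not with the authors' normalized values (2749), background correction (2908), median centring (2334), no filter (2510), detection on at least 1 array (2732), a change over 15% on the linear scale (2266), no fold threshold (2885), the replicate block (2643), the runs of animal numbers (2275) or any mouse left out. The increased transcripts came within 1.5 times for 4 of 34 alternatives. These were the probes detected on all arrays (1006), the equal-variance t-test (977), array weights (894) and 1 probe per gene (1001). The decreased transcripts came within 1.5 times for 12 of 34. These were median centring (882), all arrays (772), a change over 15% on the linear scale (1039), the equal-variance t-test (892), the compared arrays alone (930), array weights (928), the runs of animal numbers (1039), 1 probe per gene (812) and 4 alternatives that leave out a mouse. With equal variances the adjusted p differed by up to 6.30-fold from those held of the paper's own table. An unequal-variance t-test on all 17082 probes of the authors' normalized table, chosen after seeing the values, called 1529 (749 increased and 780 decreased), in 1414 genes, and the genes with increases (677) and those with decreases were each 2 more than the paper's 675 and 752, and its ratios and adjusted p matched every transcript held of the paper's own table, so that it dropped none of these.

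In males the paper's counts of changed, increased and decreased transcripts lay within 1.5 times of those here. Of 36 alternatives, 16 came within 1.5 times for the total, 14 for the increased and 17 for the decreased transcripts. The compared arrays alone called 100 (34 increased and 66 decreased), and the equal-variance t-test called 91 with 32 increased. The unequal-variance t-test, chosen after seeing the values, called 102, in 100 genes (32 with increases and 68 with decreases).

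The paper gives 7 genes decreased in both sexes, and here 3 transcripts were, which came within 1.5 times of the paper's for none of 56 alternatives. Counted by gene, whichever probe passed, 7 had a probe lower in each sex, a count chosen after seeing the values. In 1 of them, Sel1l, the probe lower in males was higher in females (0.22), which leaves 6. By the unequal-variance t-test 5 genes had a probe lower in each sex, 4 of them with no probe higher.

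The paper states that complex III did not change in 6-months Rapa females. Uqcrb, a subunit of complex III, fell by 0.74 (adjusted p = 4.5e-07, 11 of 11), and 6 of 7 measured subunits did not pass. The paper lists Psmb7, Psmd11 and Psmd12 as decreased. Their brightest probes did not pass here (-0.036, -0.25 and 0.014), and another probe of each did (-0.38, -0.90 and -0.56). Of the ribosomal protein genes that the paper lists for longer treatment with a similar effect at 6 months, Rpl39 and Rps3a fell here, as did 1 of 2 probes of Rps3 (-0.66), and Rpl4 (0.083), Rpl23 (-0.20) and Rpl27a (-0.017) did not pass by any probe.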

Other observations

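The tests that leave out control females 6 to 9 or Rapa males 10 to 12, by choices of the mice kept, those with principal components and the splits of whole runs were chosen after the results were seen.

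Some cytosolic chaperones fell in Rapa females: Hsp90aa1, a stress-inducible HSP90, by 0.87 (adjusted p = 4.1e-08), Cct5 by 0.87 and Cct7 by 0.24, subunits of the chaperonin TRiC, and St13, an HSP70 co-chaperone, by 0.91. In all 9 of 21 fell and 12 did not pass, also when adjusted over the list alone. The changed share was 42.9% against 20.8% of all genes (hypergeometric adjusted p = 0.372 over the lists, chosen after seeing the data). The camera adjusted p was 0.000322 with a preset and 0.861 with an estimated correlation. In the endoplasmic reticulum Hspa5, the main HSP70 chaperone, fell by 1.13, while Herpud1 rose by 0.53, P4hb by 0.25 and Edem1 by 0.27, and the list of 18 (5 higher and 1 lower) did not pass (adjusted p = 0.463). Of 25 autophagy genes 8 rose and Map1lc3b fell by 0.49 (adjusted p = 0.0123), and the list did not pass (adjusted p = 0.35), with Ulk1, the initiating kinase, at 0.47, Wipi2 at 0.34 by 2 of its 3 probes, Atg7 at 0.30 and Atg16l1 at 0.30. Mtor itself rose by 0.43 (adjusted p = 0.000119) and Akt1s1, which encodes PRAS40, by 0.25. Txnrd1, the cytosolic thioredoxin reductase, fell by 0.78, Txn1 by 1.01 by 1 of its 2 probes, Keap1, the inhibitor of NRF2, by 0.34 by 1 of its 4 probes and Prdx1 by 0.26. Among 31 translation initiation factors, 5 rose and 4 fell, with Eif3b at 0.55 by 1 of its 2 probes, Eif2s3x at 0.58, Eif3k at -0.87 and Eif3h at -0.51. Without control females 6 to 9, P4hb (0.22), Edem1 (0.19), Ulk1 (0.32), Wipi2 (0.15), Atg7 (0.19), Atg16l1 (0.19), Mtor (0.28), Akt1s1 (0.19), Keap1 (-0.20) and Prdx1 (-0.12) did not pass. None of the 25 autophagy genes passed then in either direction, Map1lc3b included.

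In lipid and glucose metabolism of females, Idi1, an isomerase of cholesterol synthesis, fell by 1.13 and Insig1, a regulator of that pathway, by 0.53 by 1 of its 3 probes, and of 19 genes of fatty acid and triglyceride synthesis 5 rose, among them Agpat2 (0.46), Acly (0.46), Elovl5 (0.45) and Gpam (0.43). Hadh of fatty acid oxidation fell by 0.66, Pck1 of gluconeogenesis by 0.91, and Pcx rose by 0.40 and Ldha by 0.31. These lists did not pass (adjusted p = 0.929, 0.19, 0.874 and 0.658). Per1 and Per2 of the clock rose by 0.49 and 0.55. Ctss, a macrophage protease, fell by 1.01, Adgre1 by 0.56 by 1 of its 3 probes, Lyve1 by 0.89 and Col3a1 by 0.56. Without control females 6 to 9, Insig1 (-0.50), Acly (0.32), Elovl5 (0.30), Gpam (0.32), Pck1 (-0.30), Per1 (0.58), Per2 (0.43), Ctss (-0.45), Adgre1 (-0.33), Lyve1 (-0.53) and Col3a1 (-0.18) did not pass. Of genes the study names for 21-month mice, Smad3 fell by 0.23, Igfbp1 by 0.89 and Ube3a by 0.35 by 1 of its 2 probes at 6 months, and Sod2 (-0.059), Clpp (-0.046), Igf1 (0.068) and Esr1 (-0.13) did not pass. Smad3 (-0.077), Igfbp1 (-0.48) and Ube3a (-0.21) did not pass without control females 6 to 9.

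Other splits of the same mice into groups of the same sizes, 100 in number with the real one, were fitted in the same way. For each of the 4 comparisons only 1 split, the real one, gave as many changed transcripts, the smallest share that 100 splits can give. The counts were 2747 in females (highest other 604), 83 in males (21), 2593 for the interaction (5) and 158 between the control sexes (16). These splits take the mice as freely exchangeable, so they cannot exclude chance where neighbouring mice resemble each other. Of the other female splits 2 gave over 100, which points to a structure among the females. Neighbouring animal numbers lie within a group, and the correlation within these 17 runs was 0.104. In splits that keep the runs whole, chosen after the results were seen, only the real one gave as many: of 50 in females the highest other gave 1977, of 22 in males 15 and of 26 between the control sexes 110. With the runs as a random block, however, 4 transcripts changed in males, so that the male result was lost, while 2275 changed in females, 1966 for the interaction and 151 between the control sexes.

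The number of changed transcripts in females depended on control females 6 to 9. Among 100 choices of 5 control females to keep, that of control females 1 to 5 gave the lowest count (892), so that only 1 was as low. The lowest of the others lay a little above it and the highest was 3694, so these 4 mice may raise the count. The direction of change did not depend on them alone: of 2200 transcripts changed between control females 6 to 9 and Rapa females 5 to 11, 88.6% had the same direction between control females 1 to 5 and Rapa females 1 to 4 (exact one-sided permutation p = 0.00794, the smallest the 126 splits can give, next split 85.3%), and the median ratio of the log2 ratios was 0.308. With the first 3 principal components of the never-detected probes as covariates, which together with diet hold an R2 of 0.842 of what marks these 4 mice among the females (0.306 for diet alone), 2226 transcripts changed. Whether a batch of arrays or a biological difference sets these mice apart was not tested.

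The male count was not lowered by leaving out Rapa males 10 to 12 more than by leaving out other Rapa males. Of 100 choices of 9 Rapa males, 48 gave a count as low as the 34 of Rapa males 1 to 9, and the others ranged from 3 to 124. This argues against these 3 mice as what raises the count.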
